# Alk1 acts in non-endothelial VE-cadherin^+^ perineurial cells to maintain nerve branching during hair homeostasis

**DOI:** 10.1038/s41467-023-40761-5

**Published:** 2023-09-12

**Authors:** Gopal Chovatiya, Kefei Nina Li, Jonathan Li, Sangeeta Ghuwalewala, Tudorita Tumbar

**Keywords:** Extracellular matrix, Cadherins, Cell signalling

## Abstract

Vascular endothelial (VE)-cadherin is a well-recognized endothelial cell marker. One of its interacting partners, the TGF-β receptor Alk1, is essential in endothelial cells for adult skin vasculature remodeling during hair homeostasis. Using single-cell transcriptomics, lineage tracing and gene targeting in mice, we characterize the cellular and molecular dynamics of skin VE-cadherin^+^ cells during hair homeostasis. We describe dynamic changes of VE-cadherin^+^ endothelial cells specific to blood and lymphatic vessels and uncover an atypical VE-cadherin^+^ cell population. The latter is not a predicted adult endovascular progenitor, but rather a non-endothelial mesenchymal perineurial cell type, which forms nerve encapsulating tubular structures that undergo remodeling during hair homeostasis. Alk1 acts in the VE-cadherin^+^ perineurial cells to maintain proper homeostatic nerve branching by enforcing basement membrane and extracellular matrix molecular signatures. Our work implicates the VE-cadherin/Alk1 duo, classically known as endothelial-vascular specific, in perineurial-nerve homeostasis. This has broad implications in vascular and nerve disease.

## Abstract (web summary)

Vascular endothelial (VE)-cadherin is a well-recognized endothelial cell marker. Here, the authors unveil unexpected heterogeneity in the skin VE-cadherin lineage, identifying a dynamic, non-endothelial VE-cadherin^+^ perineurial cell population.

## Introduction

Vascular endothelial (VE) cadherin (encoded by *Cdh5*) has been traditionally known as an endothelial cell (EC) specific marker, expressed by both blood vessels (capillaries, veins, and arteries) and lymphatic vessels^1^. The encoding gene and mRNA are referred to as *Cdh5* and the protein product as VE-cadherin, a convention we follow throughout our paper. VE-cadherin is a cell-cell contact molecule, recognized for its essential role in the formation and maturation of vascular tubes^1,2^. It also contributes to signaling within the ECs by interacting with receptors of the VEGF, Notch, FGF, and the TGF-β pathway, including Alk1, a TGF-β receptor expressed by ECs^3^. Its molecular interactions ensure vasculature resilience, flexibility, mobility, and permeability, thus endowing ECs with their specific characteristics^3–6^. Nonendothelial tumor cells can also aberrantly activate VE-cadherin, forming tubular irrigation networks that assist tumor growth^7^. Single-cell (sc) RNA-seq analysis of ECs from multiple adult organs (but not skin) uncovered significant tissue-specific gene expressions^8–10^, but generally identified the same type of mature ECs. Intriguingly, single-cell transcriptomics in the adult mouse dorsal aorta uniquely identified a distinct *Cdh5*^+^ cellular subset proposed to be an immature endothelial vascular progenitor (EVP)^11^. A VE-cadherin^+^ EVP was also suggested to arise in skin wounds and tumors^12,13^, but it has not yet been reported in normal skin. To date, single-cell transcriptomics have not yet characterized non-EC types within the normal VE-cadherin expressing lineage. In addition, there is little knowledge of the dynamic changes in VE-cadherin lineage heterogeneity and molecular makeup during adult tissue homeostasis, in the absence of injury or cancer.

Adult skin and hair follicles are an excellent model system to study the organization of adult VE-cadherin^+^ lineages during tissue homeostasis. Skin is a highly regenerative tissue that requires an ongoing supply of O_2_ and nutrients. The hair follicles, made largely of epithelial cells, undergo periodic transitions from resting/quiescence (telogen) to growth (anagen) phase during the hair homeostatic cycle. These phases are synchronous in mice for the first cycle, providing an opportunity to access homeostatic processes that are generally more hidden in less synchronous adult tissues. At anagen, the skin hypodermis significantly expands in size and becomes filled with engorging adipocytes and blood vessels that wrap around the downward growing hair follicle bulbs, while the lymphatic vessels also remodel their caliber and change their drainage capacity^14,15^ (Fig. 1a). Alk1, the known VE-cadherin interacting partner, acts in all skin ECs to regulate their migration and the vasculature remodeling during hair cycle^16^. Other skin structures, such as nerves and sub-cutaneous muscles, may also be remodeled during the hair cycle^17^. A thorough characterization of the cellular and functional heterogeneity of skin VE-cadherin^+^ lineage organization during adult skin homeostasis is currently lacking.

**Fig. 1:**
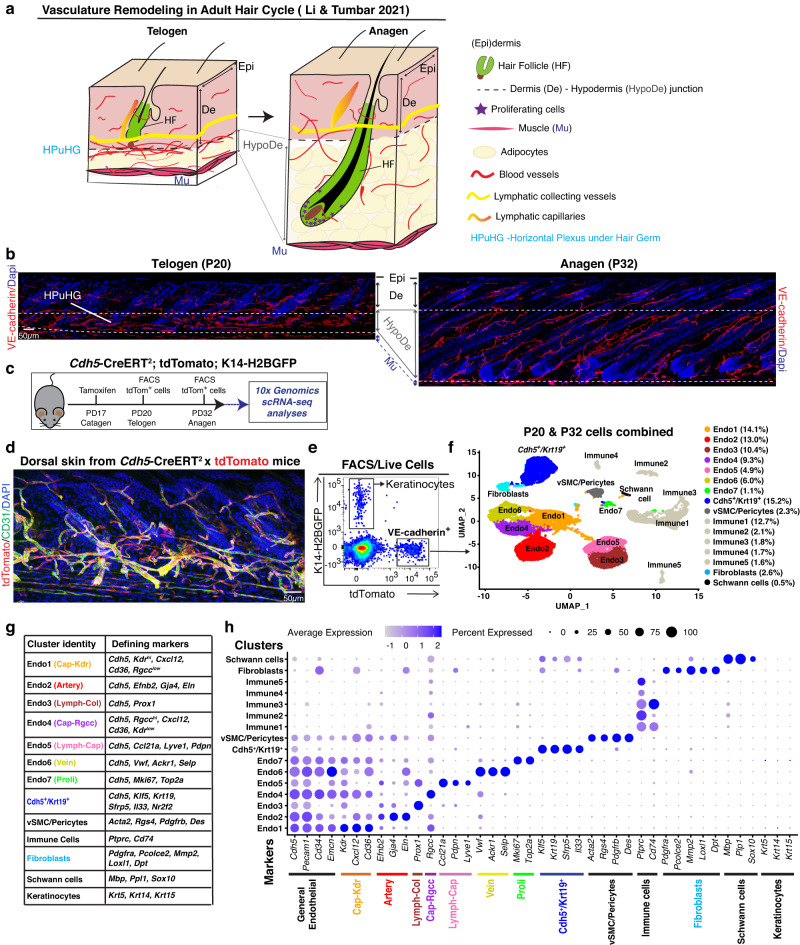
Endothelial and non-endothelial adult skin VE-cadherin-marked cells characterized by scRNA-seq. **a** Schematic highlighting skin and vasculature remodeling during adult mouse hair cycle^15^. **b** Maximal projections of confocal optical z-stacks of 70 µm thick dorsal skin sections stained with VE-cadherin (red) and Dapi (blue) at telogen and anagen. See also Supplementary Fig. 1a, b. Scale bar 50 µm. Multiple adjacent images were combined using the stitching function in Fiji. (*n*  =  3 biologically independent samples). **c** Schematic showing tamoxifen induction and sample collection timepoints of *Cdh5*-CreERT^2^; tdTomato; *Krt14*-H2BGFP mice for scRNA-seq analysis. **d** Immunofluorescence imaging of *Cdh5*-tdTomato (red) in dorsal skin tissue sections stained for CD31 (green), scale bar 50 µm. (*n*  =  3 biologically independent samples). **e** FACS purification of tdTomato^+^ cells from dorsal skin of *Cdh5*-CreERT^2^ x tdTomato; *Krt14*-H2BGFP mice, n = 2 mice/stage as the VE-cadherin^+^ lineage. **f** Uniform Manifold Approximation and Projection (UMAP) plot generated after combining all 4 tdTomato^+^ sorted samples (2 samples/stage) showing all 16 cell populations, their first level identity and their relative abundance in %. All four samples were integrated using the *Harmony* package before UMAP analysis. See also Supplementary Fig. 1i, j. **g** Table of previously known markers that were used for population identification. **h** Dotplot showing expression of the population identifying markers.

Here, we employed 10x Genomics scRNA-seq of sorted *Cdh5*-CreERT^2^;tdTomato marked cells isolated from adult mouse skin at two hair cycle stages: quiescence (telogen) and growth (anagen). This data combined with genetic lineage tracing and Alk1 gene targeting in specific skin cell types allows us to refine and redefine the cellular and functional heterogeneity of the VE-cadherin^+^ lineage during adult tissue homeostasis. We rule out a potential VE-cadherin^+^ endovascular progenitor (EVP) that may be responsible for vasculature growth during hair cycle. Moreover, we firmly expand the VE-cadherin lineage attributes and the function of Alk1 from vascular-endothelial into other cell types and functions, including perineurial-nerve remodeling. This work opens new avenues of investigation into vascular and nerve remodeling functions in adult regenerative tissues, with potential implications to nerve and vascular diseases.

## Results

### Labeling and isolation of adult skin VE-cadherin^+^ (*Cdh5*) cells documents turnover rates

Skin vasculature remodels during the hair cycle^18–20^, as adult skin considerably expands in thickness from telogen to anagen^21^ (Fig. 1a). At anagen, the hair follicle grows downward into the hypodermis, which fills up with fat cells, while the blood vessels (BV) vasculature stretches out and nourishes tissue growth^16,22^. A horizontal vascular plexus (CD31^+^/ VE-cadherin^+^) underneath the hair germ (HPuHG) made mostly of BV disperses out into the hypodermis at the telogen-anagen transition^16,18^ (Fig. 1a). Whole mount skin imaging^16^ and 70 µm skin sections that were VE-cadherin stained or *Cdh5*-CreERT^2^ x tdTomato (*Cdh5*-tdTomato^+^) labeled, followed by 3D confocal microscopy confirmed these findings (Fig. 1b and Supplementary Fig. 1a, b). Aside from BVs, the lymphatic capillaries also remodel by increasing in caliber and moving slightly away from the HFs^23,24^.

We and others also reported an increase in Ki67^+^ or BrdU^+^ proliferative CD31^+^ EC at anagen by immunofluorescence of skin sections^18–20^. To quantitatively evaluate the magnitude of VE-cadherin^+^ skin lineage proliferation in homeostasis, we performed BrdU labeling from postnatal (PD)17-25, encompassing the hair cycle transition from quiescence to growth. We used *Cdh5*-CreERT^2^ x tdTomato (*Cdh5*-tdTomato^+^)^25,26^ reporter mice induced with tamoxifen (TM) at PD17, followed by FACS isolation of tdTomato^+^ ECs at PD25 (Supplementary Fig. 1c, d). Confocal microscopy of skin sections confirmed both high BrdU labeling efficiency and the presence of BrdU^+^/VE-cadherin^+^ vascular cells in single optical images (Supplementary Fig. 1e). Analysis of FACS sorted tdTomato^+^ cells deposited on slides and stained with antibodies for BrdU and VE-cadherin (*Cdh5*) (Supplementary Fig. 1f) showed that ~80% of the sorted tdTomato^+^ were strongly VE-cadherin-positive by immunofluorescence (IF) staining, and of those ~15% incorporated BrdU during the 8-day labeling period (Supplementary Fig. 1g). This suggests that in the period that accompanies the transition from hair quiescence to growth ~ 1-2% ECs divide on average/day. Proliferation was reported to occur through early anagen and to peak at full anagen^18–20^. Thus, we can estimate that at least one-third of skin VE-cadherin-expressing cells engage in proliferation during the first hair cycle in mice. This data quantitively documents the extent of cellular turnover in the VE-cadherin^+^ skin compartment during the hair cycle (Supplementary Fig. 1h).

### scRNA-seq profiling of *Cdh5*-CreERT^2^ marked skin cells uncovered VE-cadherin (*Cdh5*)^+^ endothelial and non-endothelial lineages

To understand the cellular heterogeneity and the dynamic molecular reorganization of VE-cadherin^+^ cells in the hair cycle, we performed 10x Genomics scRNA-seq analysis of *Cdh5*-CreERT^2^ x tdTomato^+^; *Krt14*-H2BGFP^-^ cells purified from mouse dorsal skin at quiescence (telogen) and growth (anagen) stages (Fig. 1c–e and Supplementary Fig. 1a), using methods previously described^27^. 

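Droplet scRNA-seq tags every captured mRNA molecule with a unique molecular identifier (UMI), so that molecules are counted per gene and cell. The authors made Chromium 3′ libraries from sorted cells of individual mice, sequenced them, and counted UMIs with Cell Ranger on the mm10 reference. The deposited values are raw UMI counts of 32285 genes in every barcode called as a cell, and every barcode held at least 500 UMIs. The authors then filtered cells, log-normalized and scaled them in Seurat, and integrated the samples with Harmony. None of these steps is in the deposited counts. Telogen mice were at postnatal day (PD) 20 and anagen mice at PD 32, with 2 mice and 2 libraries per stage. Telogen S1 held 32626434 UMIs in 4179 barcodes and telogen S2 held 43317677 UMIs in 5977 barcodes. Anagen S1 held 35035677 UMIs in 5834 barcodes and anagen S2 held 29851591 UMIs in 6643 barcodes. For the values given here, cells were filtered again with the limits of the Methods, log-normalized, and corrected between libraries with a separate implementation of the Harmony algorithm. The cells of these 4 libraries and of 2 Alk1 KO libraries fell into 22 Leiden clusters, and the EC clusters were grouped again by themselves into 15. Clusters were named from marker lists that leave out *Cdh5*, *Krt19* and *Pecam1*, so that these 3 genes could be measured without circularity. Names such as immune-like and fibroblast-like mark cell types known here by markers alone. Stages were compared on counts summed per library and population, because cells of the same mouse are not replicates.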

Two mouse replicates (S1 and S2) from each stage were subjected to 10x scRNA-seq library construction and sequencing (see Methods, GEO accession number GSE211381). After applying quality control parameters on individual samples (Supplementary Fig. 1i), we obtained a total of 7250 and 9262 high-quality cells at telogen and anagen, respectively. 

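The limits of 200 to 5000 detected genes and under 10% mitochondrial UMIs kept 7863 of 10156 telogen barcodes (77.4%) and 9407 of 12477 anagen barcodes (75.4%). By library, 3171 and 4692 cells were kept at telogen and 4301 and 5106 at anagen. Mitochondrial UMIs at or above the limit removed the most barcodes, with 955 and 1247 at telogen and 1516 and 1522 at anagen. The kept cells had median depths of 6935 and 6903 UMIs at telogen and 6249 and 4630 UMIs at anagen, with median gene numbers of 2435, 2380.5, 2169 and 1822. A limit of 5% on mitochondrial UMIs moved these counts to 4685 telogen and 6030 anagen cells, and together with at least 500 genes to 4511 and 5875, the largest move.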

All samples were integrated using the *Harmony* package (see Methods), followed by Uniform Manifold Approximation and Projection (UMAP) analysis which produced 16 distinct cell populations from the tdTomato^+^/GFP^**-**^ cells, highly reproducible in all 4 mice analyzed (Fig. 1f and Supplementary Fig. 1j). Based on a panel of known lineage markers (Figs. 1g), 7 populations were ECs and showed robust *Cdh5* expression (Fig. 1h). 

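ECs comprised 2411 telogen and 6987 anagen cells, of which 2326 and 6368 fell into the 7 named populations. These were Artery with 409 telogen and 1777 anagen cells, Vein with 256 and 918, Cap-Kdr with 218 and 850, Cap-Rgcc with 248 and 1266, Lymph-Col with 804 and 996, Lymph-Cap with 305 and 348, and the proliferative population with 86 and 213. The other 85 telogen and 619 anagen ECs lay in 2 clusters that showed fewer than 3 markers of any one population and were left unnamed. They made up 0.801% and 0.280% of all telogen cells, and 5.35% and 1.23% of all anagen cells. Since a deeper cell is more likely to show any transcript, every cell was thinned to 1500 UMIs before detection was counted. *Cdh5* was then found in 60.2% of ECs (5499 of 9134 cells, 95% exact interval 59.2% to 61.2%), or 59.9% ± 1.53% as mean ± SD over the 4 mice. In immune-like cells, where free RNA is the baseline, it was found in 1.80% (56 of 3114 cells, 1.36% to 2.33%). Median depths before thinning were 5446.5 UMIs for ECs and 12242.5 UMIs for immune-like cells. Thinning left out 106 telogen and 158 anagen ECs, and 161 and 26 immune-like cells. Without thinning, which moved the shares most, *Cdh5* was found in 87.9% of ECs and 6.85% of immune-like cells.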

Previously characterized EC type-specific markers revealed distinct populations of artery, vein, capillaries, and lymphatics^28–30^ (Fig. 1h). The capillaries (Cap) displayed two (*Cxcl12*^+^/*CD36*^+^) populations enriched in either Vegfr2 (*Kdr*) or *Rgcc*^9,28^. The lymphatics were either collecting vessels (Lymph-Col, *Prox1*^*+*^) or capillaries (Lymph-Cap, *Ccl21a*, *Pdpn* and *Lyve1*^*+*^). The Ki67^+^ proliferative (Proli) EC population was ~1-2% of the total, which agrees with our BrdU data (Fig. 1f, g and Supplementary Fig. 1g).

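The proliferative cluster, marked by *Mki67*, *Top2a*, *Cenpf*, *Ube2c*, *Birc5* and *Pclaf*, held 39 and 47 cells in telogen S1 and S2 and 123 and 90 cells in anagen S1 and S2. This amounted to 3.56% ± 0.338% of ECs at telogen and 3.10% ± 0.991% at anagen (mean ± SD, n = 2 mice each). Counted over the 7 named EC populations alone, a denominator chosen after the data had been seen, the shares were 3.69% and 3.40%. Removal of likely doublets moved them most, to 1.64% and 1.10% of the 7 populations.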

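Immune-like cells, mast cells included, made up 35.7% ± 9.67% of telogen cells and 4.39% ± 3.52% of anagen cells (mean ± SD, n = 2 mice each). Fibroblast-like cells made up 4.06% and 1.49%, pericyte-like cells including vSMCs 3.50% and 1.43%, and Schwann-like cells 1.16% and 0.195%. ECs rose from 31.7% ± 7.54% to 74.4% ± 1.26% of all cells, with no overlap between the stages. For ECs and immune-like cells alike the exact two-sided permutation p was 0.333, the smallest that 2 mice against 2 allow. Another 3 clusters stayed unnamed, 1 with fewer than 3 markers of any cell type and 2 with few UMIs and no marker among their leading genes. In that order they held 3.62%, 1.02% and 2.09% of telogen cells and 5.81%, 1.75% and 0.0319% of anagen cells, at median depths of only 1061, 1229 and 954.5 UMIs.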

Apart from these 7 endothelial populations, 6 populations were *Cdh5* negative contaminating immune cells and fibroblasts, while 2 populations that expressed low levels of *Cdh5* were vascular smooth muscle cells (vSMCs) or pericytes and schwann cells (Fig. 1h and Supplementary Data 1). Surprisingly, one population expressed medium *Cdh5* levels and *Krt19*, previously reported as an exclusive HFSC marker^31^. This *Cdh5*^+^/*Krt19*^+^ population represented over 15% of all sorted cells (Fig. 1f), did not share expression of mature ECs and could not be classified as pericyte, schwann, or fibroblast cells. Together, these data provide high-quality transcriptomic profiles for adult VE-cadherin^+^ skin lineages at different hair cycle stages and identified known mature endothelial populations as well as a few not previously reported populations that were likely not endothelial.

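The *Cdh5*+/*Krt19*+ population, named from 10 of its other markers, held 1339 telogen and 1024 anagen cells. It made up 16.5% and 17.4% of the kept cells in telogen S1 and S2, and 6.70% and 14.4% in anagen S1 and S2. The mean over the 4 mice was 13.7% ± 4.86% (SD), and it lay between 12.5% and 16.1% when any one library was left out. A stricter filter, with at least 500 genes and under 5% mitochondrial UMIs, moved this mean most, to 10.3%. *Krt19* itself, in cells thinned to 1500 UMIs, was found in 53.6% of the population (1259 of 2350 cells, 95% exact interval 51.5% to 55.6%), in 0.263% of ECs and in 0.353% of immune-like cells. Their median depths were 5614.5, 5446.5 and 12242.5 UMIs, and thinning left out only 1 telogen and 12 anagen cells of the population. Without thinning the 3 shares were 82.9%, 0.617% and 1.61%. On counts summed per mouse, with the mouse as a block in edgeR, *Krt19* was higher than in ECs in each of the 4 mice, with a log2 fold change of 8.48 (SE 0.67, Benjamini-Hochberg adjusted p = 1.9e-04).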

### VE-cadherin^+^ endothelial populations undergo dynamic redistribution and gene expression changes during the hair cycle

We first focused on the vascular EC clusters to probe in more depth the dynamics of cellular and molecular heterogeneity during the hair cycle. 

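Replicates of a stage were compared on log2 CPM, which scales the counts summed over a population by their total in that library. For all ECs together, Pearson r between S1 and S2 was 0.973 at telogen across 13942 genes and 0.974 at anagen across 15148 genes. Within single populations it ranged from 0.924 for Cap-Kdr at telogen (8540 genes) to 0.970 for Artery at anagen (11920 genes). These correlations run across genes, which are not independent replicates.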

The 7 ECs populations from the VE-cadherin marked cells, represented 2543 (telogen) and 7498 (anagen) high-quality sequenced cells (Supplementary Fig. 2a) with high correlation between replicates (Supplementary Fig. 2b). Previous single-cell analysis suggested a tissue-specific marker expression of ECs^9^, thus we examined individual population enriched genes and identified skin-specific marker combination of ECs (Supplementary Fig. 2c, d and Supplementary Data 2).

UMAP analysis showed that all 7 EC populations that include the proliferative ECs are present at both telogen and anagen (Fig. 2a), with no emergence or loss of any EC type. 

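Blood ECs, meaning the Artery, Vein, Cap-Kdr and Cap-Rgcc populations together, made up 47.4% and 46.5% of ECs in telogen S1 and S2, and 63.7% and 73.3% in anagen S1 and S2. Their mean rose from 46.9% ± 0.619% to 68.5% ± 6.81% (SD, n = 2 mice each), which is 1.46 times the telogen share. The difference was 21.6 percentage points, larger than either SD, with an exact two-sided permutation p of 0.333, the lower limit of this design. Lymphatic ECs went from 46.0% ± 0.353% to 19.5% ± 5.96%. The stricter cell filter moved the difference for blood ECs most, to 13.8 points, but found no Cap-Rgcc population, so that its blood ECs are a different set. Without correction between libraries, at the higher resolution, without likely doublets or with other variable genes it lay between 19.1 and 24.3 points. Artery and Cap-Rgcc rose from 17.0% to 25.2% and from 10.3% to 17.9%, with no overlap between stages. Lymph-Col and Lymph-Cap went from 33.3% to 14.5% and from 12.7% to 5.04%, likewise without overlap. Vein and Cap-Kdr did not separate by stage, with 9.21% and 16.5% for Vein and 17.7% and 7.41% for Cap-Kdr in anagen S1 and S2, against means of 10.6% and 9.04% at telogen. Counted over the 7 named populations, a denominator chosen after the data had been seen, blood ECs rose from 48.6% to 75.2%.

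**Figure D1:**
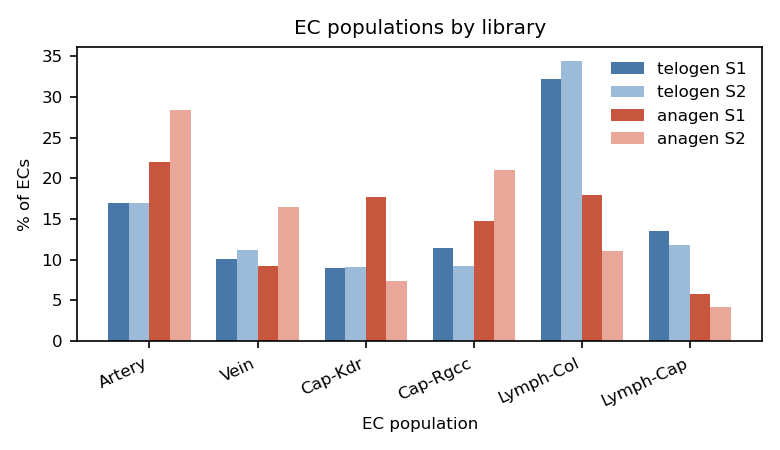
Share of all ECs in each nonproliferative EC population, 1 bar per library (2 telogen and 2 anagen mice). Artery and Cap-Rgcc were higher at anagen and both lymphatic populations lower in each library, while Vein and Cap-Kdr overlapped between stages.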

Interestingly, the relative fraction of each population changed at anagen when compared to telogen, with a near doubling of blood EC populations at the expense of the lymphatic populations (Fig. 2b). To test for this change in the intact tissue, we co-stained skin sections at telogen and anagen with CD31 and either Endomucin (blood vessel - BV- marker) or Prox1 (lymphatic vessel - LV- marker). Using 8 µm thin sections to reduce cell overlap, we identified nuclei enclosed by CD31 signal and counted BV and LV EC density in both dermis and hypodermis (Supplementary Fig. 2e, f). The data showed a significant increase in BV EC density by ~45% at anagen, mainly in the hypodermis area (Fig. 2c, d). On the contrary, the LV EC counts showed decreased density at anagen mostly detected in the dermis (Fig. 2c, d). This in vivo validation by IF counts confirmed the population fractional change between the hair cycle rest and growth phases predicted by the scRNA-seq data.

**Fig. 2:**
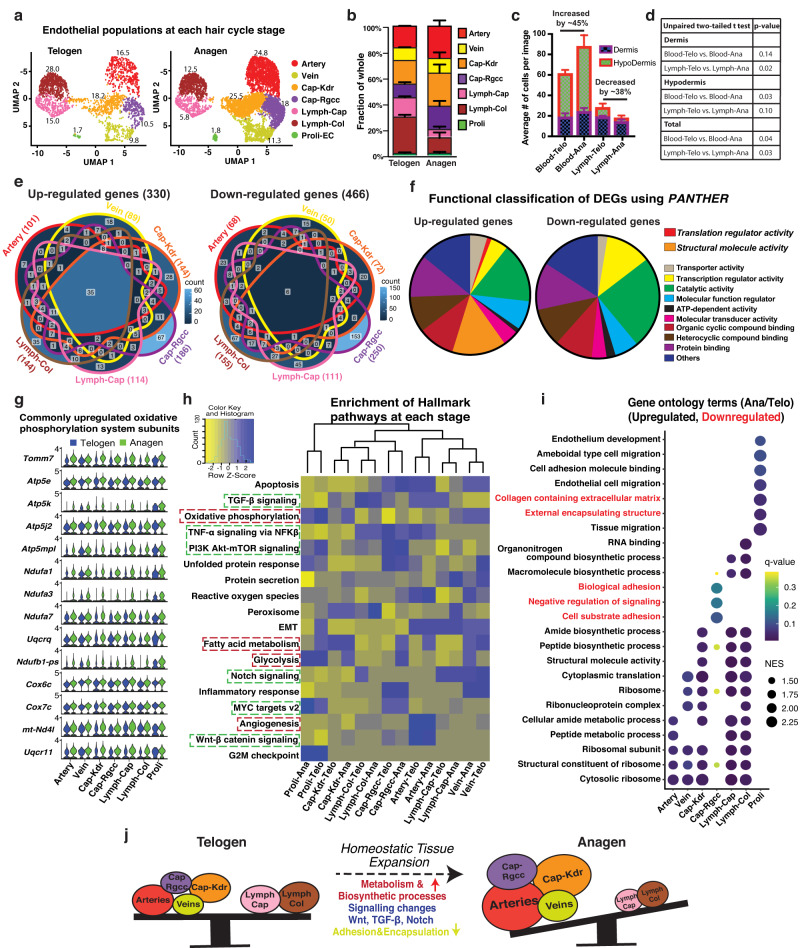
Cellular and molecular dynamics in all endothelial populations at the telogen-to-anagen transition. **a** UMAP plot showing 7 EC populations detected at telogen and anagen stages. **b** Fraction of each EC population (from total 100%) in scRNA-seq datasets showing increase of blood vessel proportion at anagen, n = 2 mice/stage. Data are presented as mean ± SD. Source data are provided as a Source Data file. **c** Quantification of blood and lymphatic EC numbers in thin (8 µm) skin sections by IF staining of skin tissue with defined markers [CD31 (all EC) and either Endomucin (blood vessels) or Prox1 (lymphatic vessels)]. Unpaired student t-test was used to directly compare each compartment between the two stages (*N* ~ 30 images from *n* = 3 mice/stage). Data are presented as mean ± SD. Source data are provided as a Source Data file. **d** Table showing *p* value significance for graph in (**c**). An unpaired two-tailed t test was used for statistics. **e** Venn diagram for differentially expressed genes (DEGs) that changed expression at telogen-anagen transition (FC > 1.3) in nonproliferating endothelial populations. Source data are provided as a Source Data file. **f** Functional gene categories of up-and down-regulated at anagen vs telogen using the *PANTHER* classification system. Source data are provided as a Source Data file. **g** Differential expression of oxidative phosphorylation system components at telogen and anagen. **h** Hallmark pathway analysis using all detected genes (raw counts obtained using *FetchData* function in *Seurat*) at each stage. The enrichment score of all hallmark pathways in all populations was compared by heatmap2 function in R. Source data are provided as a Source Data file. **i** Dotplot compilation of Gene Ontology (GO) terms analysis results performed using DEGs (FC > 1.3) at anagen. Red fonts indicate downregulated categories. **j** Cartoon summarizing cellular and functional dynamic changes in endothelial populations while they transit from telogen to anagen stage in vivo.

The changes in BV/LV ECs density suggested either active conversions between these EC types or input of new ECs from an active progenitor. To gain more insight into the dynamics of the EC populations, we examined the gene expression changes during the two critical stages. 

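Genes were tested between stages within each population with edgeR on summed counts, after a filter on low counts, and called at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 1.3. At anagen, 79 genes were higher and 34 lower of 10127 tested in Artery, 76 and 30 of 9340 in Vein, 10 and 1 of 7515 in Cap-Kdr, 70 and 46 of 9286 in Cap-Rgcc, 163 and 53 of 9624 in Lymph-Col, and 76 and 30 of 7081 in Lymph-Cap. In simulated data with the depth, cell numbers and spread of these libraries, between 77.5% and 90% of 200 changed genes were recovered per population. False calls numbered 11 to 19 in each. The changed genes lay above the median level and changed by well over 1.3-fold, so that recovery of smaller changes was not tested.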

Many genes changed expression (log2FC > 0.25) in each EC population at the telogen-anagen transition (Supplementary Fig. 3a). Differentially expressed genes (DEGs) (330 upregulated and 466 downregulated or 784 total unique genes >1.3x) extracted from the nonproliferative EC populations (Fig. 2e and Supplementary Data 3) revealed diverse functional categories via *PANTHER*^32^ analysis (Fig. 2f), while heatmap clustering revealed DEG changes from telogen to anagen (Supplementary Fig. 3b). 

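Taken together, 259 unique genes were called higher and 158 lower in at least 1 of the 6 nonproliferative populations, 416 unique genes in all since 1 gene was called both ways. Without the filter on low counts, which moved these counts most, there were 989, 744 and 1707. Among the genes with the largest changes, *Plvap* rose in Artery with a log2 fold change of 1.61 (SE 0.18, adjusted p = 0.0029), *Inhbb* in Cap-Kdr with 2.04 (SE 0.34, adjusted p = 0.031), *Ly6c1* in Lymph-Col with 4.19 (SE 0.40, adjusted p = 0.0013) and *Ly6a* in Lymph-Cap with 3.83 (SE 0.52, adjusted p = 0.0026). *Timp4* was lower in Cap-Kdr with −1.78 (SE 0.18, adjusted p = 0.0017) and in Vein with −3.62 (SE 0.47, adjusted p = 0.0060), and *Neat1* in Lymph-Cap with −1.60 (SE 0.13, adjusted p = 1.7e-05). For each of these genes both anagen libraries lay beyond both telogen libraries, and p came from edgeR with Benjamini-Hochberg adjustment. *Inhbb*, *Ly6a*, *Timp4* in Vein and *Neat1* lost the call under at least 1 alternative (largest adjusted p 0.16, 0.10, 0.13 and 0.12), and *Ly6a* moved between 3.06 and 5.22 with one library left out. *Dbp* in Artery (1.58), *Fgf9*, *Ptafr* and *Polr2l* in Vein (1.96, 1.54 and 1.54), *Clu* in Cap-Kdr (1.63), *Vcam1* in Lymph-Col (2.93) and *Il6* and *Nrp1* in Lymph-Cap (2.35 and 2.19) also rose on the log2 scale, while *Cxcl2* and *Gm47644* were lower in Lymph-Cap (−2.39 and −2.15). *Jam2* had only 2 counts at telogen in Lymph-Col and was 12.6-fold higher at anagen (95% counting interval 3.21 to 109). Several of the strongest decreases were transcripts of immune cells, with log2 fold changes of −4.33 for *C1qb* and −3.45 for *Tyrobp* in Artery, −4.02 for *Pf4* in Vein, −3.40 for *Lyz2* and −3.99 for *Tyrobp* in Cap-Rgcc, and −3.49 for *C1qa* and −3.31 for *Pf4* in Lymph-Col. *C1qb*, with 3 anagen counts in Lymph-Col, was 21.3-fold lower there (6.93 to 107). Of the genes called lower, 7 of 34 in Artery, 5 of 30 in Vein, 6 of 46 in Cap-Rgcc and 5 of 53 in Lymph-Col were at least 4 times higher in immune-like cells than in the population itself at telogen. *Ccl7* was also lower in Artery and Cap-Rgcc (−3.85 and −4.22). Haemoglobin transcripts, whose counts are uncertain because *Hba* and *Hbb* copies share reads, were higher in Cap-Rgcc (*Hba-a1* 4.75, *Hbb-bs* 4.49) but reversed to −2.36 and −2.80 once likely doublets were removed. *Hbb-bt* in Vein, with 3 anagen counts, was 17.7-fold lower (5.07 to 94.8). A copy of *Ccl21a* (*Ccl21a_ENSMUSG00000094686*) rose in Artery (2.17), with counts that are uncertain because copies share reads, and *Uty* of the Y chromosome, with 1 telogen count in Cap-Rgcc, was 17.0-fold higher (2.98 to 676), where the mice of the libraries differ in sex.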

Interestingly, the Cap-Kdr population clustered with the arteries and with the proliferative cells while the Cap-Rgcc population clustered with the veins (Supplementary Fig. 3b), suggesting potential sub-lineage relationships. Only a small fraction of 35 genes was upregulated in all EC populations at anagen, and those genes were involved in metabolism and oxidative phosphorylation, indicating increased cellular bioenergetics (Fig. 2g and Supplementary Data 3). On the other hand, *Hallmark* pathways^33^ analysis of all detected genes show EC-population specific enrichment and changes between the stages (Fig. 2h, Supplementary Fig. 3c and Supplementary Data 4). 

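Called higher in all 6 populations were 6 genes, *Romo1*, *S100a6*, *Rps21*, *Rpl36*, *Rpl37* and *Rpl41*, out of 6348 genes tested in each. Counts of the 4 ribosomal genes are uncertain, since near-identical pseudogene copies share their reads. Their log2 fold changes lay between 0.64 for *S100a6* and 1.43 for *Rpl37*. The same test in at least 5 populations gave 24 genes, 4 of them for oxidative phosphorylation (*Atp5e*, *Ndufa1*, *Uqcr11* and *Uqcrq*), and in at least 2 populations 94 genes, 20 of them for oxidative phosphorylation. Without the filter on low counts 43 genes were higher in all 6. Irrespective of p, 137 genes were over 1.3-fold higher in every population. As a set, the oxidative phosphorylation genes rose in each population, with median log2 fold changes of 0.35 in Artery, 0.21 in Vein, 0.20 in Cap-Kdr, 0.52 in Cap-Rgcc, 0.57 in Lymph-Col and 0.44 in Lymph-Cap over 76 or 77 genes, of which 57 to 77 were higher. By camera from limma with its preset correlation of genes, a model-based test that is neither exact nor adjusted over lists, the set p ranged from 1.5e-22 in Lymph-Col to 2.2e-05 in Cap-Kdr. With an estimated correlation p under 0.05 held for Artery (0.012) and Lymph-Cap (0.0075) alone, and by fry for Artery, Cap-Rgcc, Lymph-Col and Lymph-Cap (0.0026, 0.012, 0.011 and 0.0015) but not for Vein (0.054) or Cap-Kdr (0.20). Genes of this list called higher numbered 12, 7, 0, 11, 30 and 18 in the order above, or 30, 19, 14, 39, 51 and 36 adjusted over the list alone. Cytosolic ribosomal protein genes moved similarly, with medians from 0.12 in Cap-Kdr to 0.50 in Cap-Rgcc. From the genes shared by all EC populations, the paper reads a sign of increased cellular bioenergetics at anagen.

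**Figure D2:**
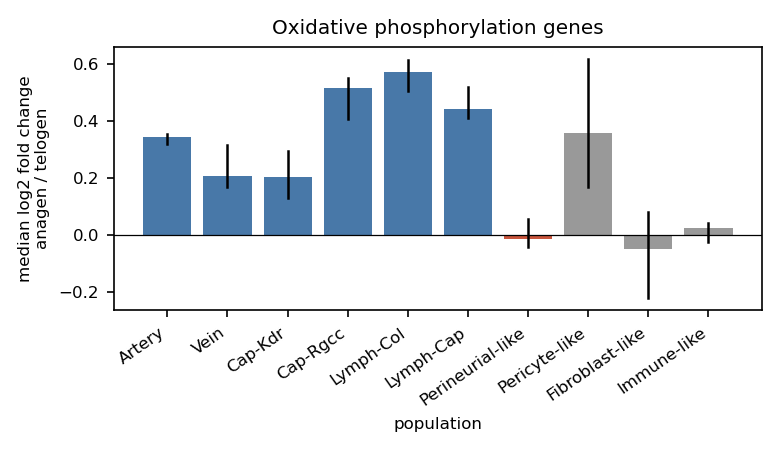
Median log2 fold change, anagen over telogen, of oxidative phosphorylation genes in each population. Bars give the median over genes (0.57 in Lymph-Col) and lines its range when each of the 4 libraries was left out in turn (0.51 to 0.62 in Lymph-Col). The *Cdh5*+/*Krt19*+ population is labelled perineurial-like (−0.02).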

Angiogenesis genes^34^ were strongly enriched in arteries relative to the other clusters, along with related pathways, including Wnt, TGF-β, and TNF-α pathways (Fig. 2h and Supplementary Fig. 4), and these genes did not change at anagen. This observation, along with the BrdU incorporation at telogen/early anagen (Supplementary Fig. 1g), and the comparable percent of Ki67^+^ ECs at telogen and anagen (Fig. 2b) suggest that angiogenesis likely occurs in ECs at both stages, not just at anagen. 

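The share of ECs in the proliferative cluster differed between stages by −0.461 percentage points (anagen minus telogen), less than the SD at anagen (exact two-sided permutation p = 1, n = 2 mice each). The sign depended on one library, since without anagen S2 the difference was 0.240 points and without anagen S1 −1.16 points. A difference of this size was not detectable with 2 mice per stage.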

Pseudotime analysis by Monocle^35^ predicted the artery population as the most immature on the lineage trajectory, but a specific flow from one EC population into another was not clearly apparent (Supplementary Fig. 3d). EC populations other than arteries also showed changes in several signaling pathways previously implicated in vascular remodeling, such as TGF-β, NFK-β, PI3K-Akt-mTOR, Notch and MYC pathways (Fig. 2h). These were accompanied by changes in various gene ontology (GO) terms, which indicated overall vasculature growth and/or remodeling at anagen in all EC populations (Fig. 2i).

These data documented the EC heterogeneity in hair cycle and attested to the dynamic and intricate nature of cellular and molecular transformation that appear to implicate all EC populations during homeostasis (Fig. 2j). Despite significant shifts in the balance of EC types between stages, the analysis did not reveal a clear predicted flow of ECs from one population into another, nor did it uncover a common and highly active or changing immature vascular progenitor, as identified in skin injury and cancer^12^. This prompted us to further characterize the remaining VE-cadherin^+^ lineages that did not clearly qualify as ECs, in search for a potential EC vascular progenitor.

### VE-cadherin^+^ lineage contains a *Krt19*^+^ mesenchymal cell population outside the hair follicle

The remaining VE-cadherin (*Cdh5)* expressing populations that were not known ECs comprised of pericytes, schwann cells, and a previously unknown *Cdh5*^+^/*Krt19*^+^ population (Fig. 3a–c). VE-cadherin (*Cdh5)* levels were low when compared with the mature ECs (Fig. 3c), which may explain why previous analyses not based on the highly sensitive *Cdh5*-CreERT^2^ x tdTomato labelling have missed this expression. 

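In cells thinned to 1500 UMIs, *Cdh5* was found in 27.5% of *Cdh5*+/*Krt19*+ cells (647 of 2350, 95% exact interval 25.7% to 29.4%), with a mean ± SD over the 4 mice of 28.1% ± 3.78%. The share in fibroblast-like cells, a background for this gene, was 4.16% (19 of 457 cells, 2.52% to 6.42%). Median depths were 5614.5 and 15727 UMIs, thinning left out 0 fibroblast-like cells, and the unthinned shares were 62.8% and 20.8%. Summed per mouse, *Cdh5* reached 215 ± 20.9 CPM in the population and 717 ± 54.8 CPM in ECs (mean ± SD). The log2 fold change against ECs was −1.82 (SE 0.10, Benjamini-Hochberg adjusted p from edgeR = 4.8e-07), with lower levels in each of the 4 mice. The stricter cell filter moved it most, to −2.01. Pericyte-like cells showed *Cdh5* in 37.3% of cells (147 of 394, 32.5% to 42.3%; 63.4% without thinning, median depth 9115.5 UMIs, 5 telogen and 3 anagen cells left out), and *Pecam1* in nearly as many, 35.0%.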

Pericytes specifically expressed *Des*, *Acta2*, *Rgs4* and *Notch3*, as expected, and displayed enrichment of metabolism, biosynthetic pathways, and growth-related features at anagen, similar with the EC populations (Supplementary Fig. 5a, b). 

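Pericyte-like cells numbered 117 and 155 in the telogen libraries and 85 and 45 in the anagen libraries. Of 8721 genes tested between stages, 0 were called higher at anagen and 4 lower, and 574 had an unadjusted p under 0.05. The lower genes were haemoglobins, whose counts are uncertain because copies share reads. *Hbb-bt*, with 0 counts at anagen, was at least 442-fold lower, and *Hba-a2*, with 1 count, was 657-fold lower (95% counting interval 118 to 25972). With likely doublets removed, 0 genes were called. Oxidative phosphorylation genes rose as a set, with a median log2 fold change of 0.36 over 78 genes, 75 of them higher by camera (4.6e-13), but not with an estimated correlation (0.31) or by fry (0.22). Of these genes 0 were called over all genes tested, and 4 adjusted over the list alone. The ribosomal protein genes had a median of 0.06. With these cell numbers, 56% of 200 strongly changed genes were recovered in simulated data.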

The schwann cell population displayed the known markers expression pattern (Supplementary Fig. 5c), and unlike all other VE-cadherin populations, it remained unchanged in gene expression between the two hair cycle stages (Supplementary Data 5, adjusted *p*-val ns). 

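Schwann-like cells were few, with 45 and 42 in the telogen libraries and 10 and 8 in the anagen libraries. None of 4178 genes tested was called between stages. The smallest Benjamini-Hochberg adjusted p from edgeR was 0.67, and 299 genes had an unadjusted p under 0.05. At this depth, 49 of 200 strongly changed genes were recovered in simulated data (24.5%), with 4 false calls, so most changes of that size were not detectable.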

The levels of VE-cadherin in this population were especially low and marked at most ~25% of cells in this population (Fig. 3e).

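After thinning, 12 of 102 Schwann-like cells held a *Cdh5* transcript, which is 11.8% (95% exact interval 6.23% to 19.6%) against a background of 1.80% in immune-like cells. Median depths were 10624.5 UMIs for Schwann-like and 12242.5 UMIs for immune-like cells, and 2 telogen and 1 anagen Schwann-like cells were left out. Depth moved this share most, to 22.4% at 3000 UMIs and to 46.7% without thinning, where immune-like cells reached 6.85%. *Krt19*, a transcript of the *Cdh5*+/*Krt19*+ population, was found in 18.6% of the same Schwann-like cells.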

**Fig. 3:**
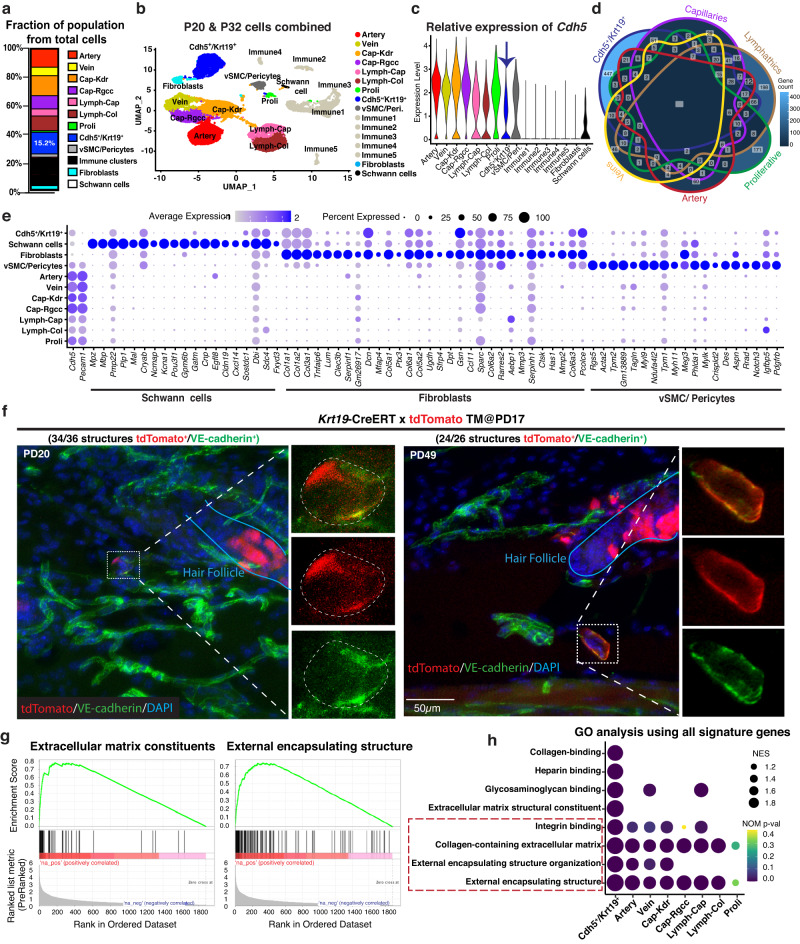
The *Cdh5*^*+*^*/Krt19*^*+*^ population identifies a non-hair mesenchymal VE-cadherin^+^ population. **a** Cellular fraction of FACS isolated cells highlight comparative large size of *Cdh5*^+^/*Krt19*^+^ population in scRNA-seq datasets. Source data are provided as a Source Data file. **b** UMAP plot with endothelial identity for comparative visualization with other panels. **c** Violin plot showing expression of VE-cadherin (*Cdh5*) in the isolated populations. Note reduced expression of *Cdh5* in *Cdh5*^+^/*Krt19*^+^ population as compared to EC populations. **d** Venn diagram highlighting the unique molecular identity of the *Cdh5*^+^/*Krt19*^+^ population as compared to blood and lymphatic endothelial populations with 447 DEGs. Source data are provided as a Source Data file. **e** Dotplot for highly expressed top genes in schwann cells, fibroblasts and vSMC/pericytes populations. **f** Co-immunofluorescence imaging of *Krt19*-CreERT;tdTomato (red) and VE-cadherin antibody staining (green) on dorsal skin tissue sections at PD20 and PD49 showing co-localization of *Krt19*-tdTomato^+^ cells with VE-cadherin expressing cells, and their presence outside hair follicle in vivo. (*n* = 3 biologically independent samples). **g** Gene set enrichment analysis for *Cdh5*^+^/*Krt19*^+^ population showing strong representation of extracellular matrix and encapsulation functions. Source data are provided as a Source Data file. **h** Comparison of top *Cdh5*^+^/*Krt19*^+^ population GO categories revealed functional similarities with classical EC populations. Statistics on GO enrichment is based on the Kolmogorov–Smirnov test (KS test) for NES and the two-sided permutation test for p-values, as performed by the GSEA package^33^. Source data are provided as a Source Data file.

Finally, the *Cdh5*^+^/*Krt19*^+^ cluster expressed medium VE-cadherin (*Cdh5*) levels and captured a relatively large population that represents ~15% of all sorted cells (Fig. 3a). This population did not express CD31 (*Pecam1*) nor other mature EC markers (Fig. 1h), was highly distinct from all other *Cdh5*^+^ populations in UMAP analysis (Fig. 3b) and had its own defining set of marker expression (Fig. 3d, e). 

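*Pecam1* was found in 2.60% of thinned *Cdh5*+/*Krt19*+ cells (61 of 2350, 95% exact interval 1.99% to 3.32%), a share at the background of 3.02% in immune-like cells (94 of 3114, 2.45% to 3.68%), and in 71.3% of ECs. Median depths were 5614.5, 12242.5 and 5446.5 UMIs, and the shares without thinning were 5.97%, 11.6% and 91.6%. On counts per mouse, *Pecam1* fell by 5.24 on the log2 scale against ECs (SE 0.42, Benjamini-Hochberg adjusted p from edgeR = 1.2e-04) and was lower in each of the 4 mice. Removal of likely doublets moved it most, to −6.90.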

To probe the localization of this population in skin (and failing Keratin19 immunofluorescence staining), we employed the *Krt19*-CreERT; tdTomato mice induced with tamoxifen at PD17 and sacrificed at PD20 and PD49. As expected from previous studies^36^, HFs showed prominent tdTomato^+^ labeling, but we also identified tdTomato^+^ signal in the dermis (Supplementary Fig. 5d). These non-HF structures stained clearly for VE-cadherin, though expression was weaker when compared with mature vasculature (Fig. 3f). GO analysis revealed a strong mesenchymal signature and enrichment in extracellular matrix (ECM) organization as well as structural assembly of an external encapsulating structure (Fig. 3g and Supplementary Fig. 5e). These features were common with some of the known *Cdh5*^*+*^ EC populations (Fig. 3h). In addition, many upregulated genes in the *Cdh5*^+^/*Krt19*^+^ population were uniquely associated with a mesenchymal identity that distinguishes these cells from known ECs (Supplementary Data 1) and are involved in adhesive functions such as collagen, heparin, and glycosaminoglycan binding (Fig. 3h). Together, these results confirmed the existence of a VE-cadherin (*Cdh5*)^+^/*Krt*19^+^ non-HF population in vivo, and revealed its strong and unique mesenchymal-type gene signature highly enriched in ECM secretion and binding.

### *Cdh5*^+^/*Krt19*^+^ population forms tubular structures but does not contribute to mature vasculature

Having defined the molecular characteristics of the *Cdh5*^*+*^*/Krt19*^*+*^ population, we then interrogated its physiological function during skin homeostasis. We first wondered if these cells may be the reported immature endovascular progenitors (EVPs), with low VE-cadherin expression^11–13^. Using a stringent set of genes specifically upregulated (FC > 4) in our *Cdh5*^+^/*Krt19*^+^ population relative to mature ECs, we found significant overlap with the reported aorta EVP signature (Fig. 4a) and markers (Fig. 4b and Supplementary Fig. 6a). 

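For the overlap with the EVP signature, the *Cdh5*+/*Krt19*+ population was compared with all ECs of the same mice in edgeR, with 12357 genes tested. Of the 164 genes on the EVP list of Fig. 4a, 142 were tested and 125 of these were higher than in ECs (88.0%, against 50.5% of all genes tested). The list's median log2 fold change was 3.63, with 120 genes called higher and 93 over 4-fold higher. Overall 1132 genes were over 4-fold higher. Omission of the filter on low counts moved the median most, to 3.20. All 108 tested genes of the paper's own signature of 109 genes were higher, 102 of them over 4-fold. That list was chosen on these libraries and is not independent evidence. The 2 lists shared 31 genes, each over 4-fold higher.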

Typical mature EC markers previously reported^11,12^, such as CD31 and CD34 were downregulated in the *Cdh5*^*+*^*/Krt19*^*+*^ population (Fig. 4c and Supplementary Fig. 6b). 

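*Cd34* fell by 2.14 on the log2 scale against ECs (SE 0.12, Benjamini-Hochberg adjusted p from edgeR = 4.4e-07) and was lower in each of the 4 mice, with 111 ± 40.4 CPM in the *Cdh5*+/*Krt19*+ population and 450.2 ± 107 CPM in ECs (mean ± SD). Clustering on variable genes without exclusions moved it most, to −2.43. *Pecam1* reached 32.1 ± 20.7 CPM and 985 ± 45.9 CPM.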

Other observations consistent with a putative identity as EVPs of the *Cdh5*^+^/*Krt19*^+^ population were: an apparent fractional decrease from telogen to anagen in favor of the mature EC populations (Fig. 4d); differential gene expression changes in growth-associated genes (Fig. 4e); and suggestive Monocle lineage trajectory predictions placing the *Cdh5*^+^/*Krt19*^+^ population as the ground state (Fig. 4f and Supplementary Fig. 6c-d’). This prediction did not hold for a control fibroblast population (Supplementary Fig. 6e-f’).

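As a share of *Cdh5*+/*Krt19*+ cells and ECs together, the population went from 30.8% and 39.7% in telogen S1 and S2 to 8.17% and 16.4% in anagen S1 and S2. The means were 35.3% ± 6.31% and 12.3% ± 5.82% (SD, n = 2 mice each), with no overlap between stages and a difference of −23.0 percentage points (exact two-sided permutation p = 0.333, the smallest possible here). The stricter cell filter moved it most, to −17.2 points. Among 11196 genes tested within the population, 168 were called higher and 33 lower at anagen. The stricter filter moved these counts most downward, to 31 and 6, and omission of the filter on low counts upward, to 441 and 215. The genes with the largest changes had few counts in one of the stages. *Egr4*, with 1 telogen count, was 37.8-fold higher (95% counting interval 6.16 to 1554), *Mfng*, with 2, was 21.3-fold higher (5.34 to 184), and *Cxcl14*, also with 2, was 18.1-fold higher (4.47 to 158). *Pf4*, *Mrc1* and *Pi15*, with 1 anagen count each, were lower by 70.5-fold (12.4 to 2810), 36.2-fold (6.24 to 1455) and 34.9-fold (6.02 to 1405). Of the 33 lower genes, 6 were at least 4 times higher in immune-like cells than in the population. The same held for 22 of the 168 higher genes and for 4.64% of all genes tested. *Pecam1* stood at 1.17% and 1.82% of its level in ECs in telogen S1 and S2, and at 4.93% and 4.91% in anagen S1 and S2. Removal of likely doublets left 77 higher and 19 lower genes. Free RNA or doublets with ECs as a source of higher genes therefore stay open. Oxidative phosphorylation genes did not move as a set, with a median log2 fold change of −0.02 over 78 genes (set p of 0.61 by camera) and 0 genes called or under an adjusted p of 0.05 over the list alone. Ribosomal protein genes rose by a median of 0.21, with 11 of 79 called higher, or 20 adjusted over the list alone (1.7e-08 by camera, 0.062 with an estimated correlation, 0.015 by fry).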

**Fig. 4:**
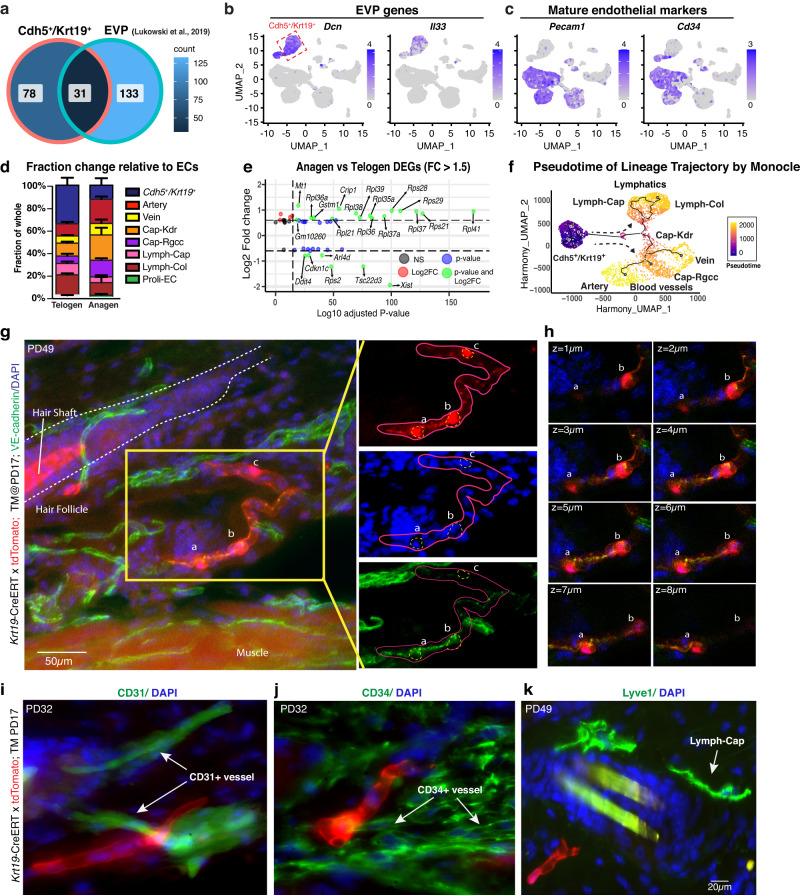
*Cdh5*^+^/*Krt19*^+^ cells do not contribute into the mature vasculature in vivo. **a** Venn diagram highlighting the overlap gene signatures between the previously characterized endovascular progenitor (EVP) population by Lukowski *et al*., 2019^11^ and our *Cdh5*^+^/*Krt19*^+^ population (FC > 4). Source data are provided as a Source Data file. **b**, **c** Feature plots showing expression of indicated markers. **d** Fraction change of *Cdh5*^+^/*Krt19*^+^ population along with endothelial populations in scRNA-seq datasets during telogen to anagen transition, *n* = 2 mice/stage. Data are presented as mean ± SD. Source data are provided as a Source Data file. **e** DEGs of the *Cdh5*^+^/*Krt19*^+^ population between anagen and telogen are associated with protein translation and biosynthesis, suggesting increased activity. Statistics is based on a nonparametric Wilcoxon rank sum test performed by the Seurat package^73^. **f** Monocle3 predicted lineage trajectory and pseudotime ordering, which placed the *Cdh5*^+^/*Krt19*^+^ population as the putative common progenitor ground state. **g**, **h** Confocal Z-stacks maximal projection (**g**) showing co-localization of *Krt19*-CreERT; tdTomato positive cells with VE-cadherin-stained cells at different optical planes (**h**) and their tubular structure outside hair follicle in dermis. Scale bar 50 µm. (*n* = 3 biologically independent samples). **i**–**k** Immunofluorescence staining of mature blood and lymphatic EC markers CD31 (**i**), CD34 (**j**) and Lyve1 (**k**) on skin sections from *Krt19*-CreERT;tdTomato mice. Tamoxifen was injected at PD17 and analyses were performed at indicated time points (*n* = 3 mice/stage) with *N* > 45 images per stain/stage. No colocalization was observed in all images analyzed indicating lack of contribution of the tdTomato^+^ structures into mature skin vasculature.

If the *Cdh5*^+^/*Krt19*^+^ cells were indeed skin EC vascular progenitors acting in the hair cycle, we reasoned they should eventually form mature vasculature. To test this, we employed lineage tracing using the *Krt19*-CreERT; tdTomato mice TM-induced at PD17 and stained the tissue sections at PD32 (anagen) and PD49 (telogen) with VE-cadherin, CD31 (*Pecam1*), CD34 and lymphatic capillary marker Lyve1 in *n* = 3 mice per stage. Excitingly, we did observe tdTomato^+^/VE-cadherin^+^ tubular structures resembling vasculature at both hair cycle stages analyzed (Fig. 4g, h). However, to our surprise these structures never stained positive for mature EC markers CD31, CD34, and Lyve1 (Fig. 4i–k) in >45 tdTomato^+^ tubular structures/staining/stage analyzed. Thus, our in vivo lineage tracing analysis did not support the computational prediction of *Cdh5*^+^/*Krt19*^+^ cells as a potential EVP subpopulation that may contribute to mature vasculature formation in adult skin during the hair cycle. This left unresolved the identity and function of the *Cdh5*^+^/*Krt19*^+^ population and of the tubular structures it formed.

### *Cdh5*^+^/*Krt19*^+^ cells encapsulate neurofilament-positive nerve bundles

Recently, scRNA-seq of cells isolated from sciatic nerves were profiled and a *Krt19*^+^ population was reported as a putative perineurial population^37,38^, although in vivo validation was lacking. Perineurial cells are a specialized non-EC type that encases thick nerve bundles, contributing to the nerve basement membrane and to nerve structural integrity^39^.

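*Slc2a1*, *Perp* and *Itgb4* were higher in the *Cdh5*+/*Krt19*+ population than in ECs in each of the 4 mice, with log2 fold changes of 4.07 (SE 0.12), 7.03 (SE 0.14) and 3.21 (SE 0.15) and Benjamini-Hochberg adjusted p from edgeR of 2.7e-08, 1.6e-08 and 2.1e-07. Their levels in the population were 882 ± 115, 188 ± 8.16 and 811 ± 29.7 CPM (mean ± SD), against 49.9, 1.39 and 85.6 CPM in ECs.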

Our *Cdh5*^+^/*Krt19*^+^ population molecular signature overlapped to some extent with the reported *Krt19*^+^ perineurial population (Fig. 5a–c), including some known perineurial genes such as *Slc2a1*, *Perp* and *Itgb4*^40^ (Fig. 5b). VE-cadherin expression was not previously reported in these *Krt19*^+^ cells, but a decades-old histological study reported VE-cadherin staining around peripheral nerves^41^. We then stained skin sections from *Krt19*-CreERT; tdTomato mice with nerve-specific neurofilament (NF) and schwann cell-specific (S100β) antibodies. The data demonstrated exclusive localization of the tdTomato^+^ tubular structures with skin nerve bundles, which they appeared to encapsulate, as demonstrated by high-resolution confocal microscopy (Fig. 5d, e). Perineurial cells secrete basement membrane related proteins^42,43^ that also matched with the strong ECM signature of the *Cdh5*^+^/*Krt19*^+^ population (Supplementary Fig. 6g). In fact, the *Krt19*-CreERT;tdTomato marked structures stained strongly for laminin, a basement membrane marker (Fig. 5f). We had already shown that the *Krt19*-CreERT;tdTomato structures expressed the VE-cadherin protein (Fig. 4g, h). In addition, *Cdh5*-CreERT^2^;tdTomato marking by TM injection at PD17 followed by NF staining also revealed abundant colocalization of tdTomato^+^ tubular structures around the nerves (Fig. 5g), confirming our findings. Collectively, these data demonstrate the identity of our *Cdh5*^+^/*Krt19*^+^ cell population as a previously un-recognized non-endothelial VE-cadherin^+^ perineural cell population that encapsulates the skin nerve bundles being embedded in basement membrane depositions (Fig. 5h).

**Fig. 5:**
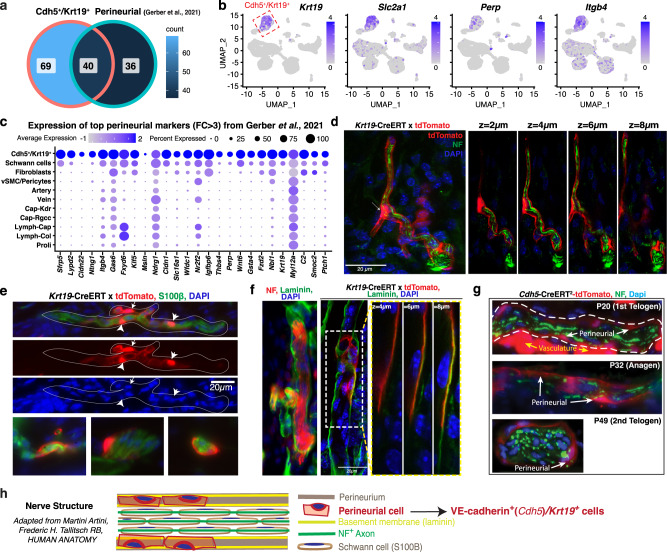
*Cdh5*^*+/*^*Krt19*^*+*^ cells are non-endothelial perineurial cells embedded in the nerve basement membrane. **a** Venn diagram showing overlap of gene signatures from the *Cdh5*^+^/*Krt19*^+^ population and predicted perineurial population from Gerber et al.^37^. Source data are provided as a Source Data file. **b** Feature plots for selected perineurial genes *Krt19*, *Slc2a1*, *Perp* and *Itgb4* from Carr et al.^40^. **c** Dotplot showing expression of top perineurial genes from Gerber et al.^37^ in all populations (Immune populations were removed for less complicated representation in this panel). **d** High-resolution confocal optical Z-stacks maximum projection and individual optical planes showing encapsulation of neurofilament (NF, green) positive nerve fibers by *Krt19*-CreERT;tdTomato (red) positive cells. Tamoxifen was injected at PD17 and staining was performed at PD32 (anagen). Arrow points to tdTomato^+^ cell body that shows strong signal inside and around the nucleus from which long cytoplasmic extensions spread out around the nerve bundle forming nonvascular tubular structures. Scale bar 20 µm. (*n* = 3 biologically independent samples). **e** Co-immunofluorescence staining of S100β (green) on *Krt19*-CreERT;tdTomato (red) mice skin sections confirming presence of *Krt19*^*+*^ cells around schwann cells bundle. Arrows point to the cell body from which long cytoplasmic extension emanate wrapping around the nerves. (*n* = 3 biologically independent samples). **f** Left: IF image showing laminin (green) expression around NF^+^ (red) bundles. Right: Confocal Z-stacks showing co-localization of *Krt19*-CreERT; tdTomato (red) positive cells with basement membrane component laminin (green) positive cells outside the hair follicle (in dermis). Scale bar 20 µm. (*n* = 3 biologically independent samples). **g** *Cdh5*-CreERT^2^;tdTomato (red) skin sections stained for NF^+^ nerve bundles (green). (*n* = 3 biologically independent samples). **h** Cartoon depicting organization of peripheral nerve bundle (fascicle) assembly (Adapted from Martini Artini, Frederic H. Tallitsch RB, Human Anatomy).

### Dynamic remodeling of VE-cadherin^+^ perineurial cells and nerve bundles in hair cycle

Since VE-cadherin expression in ECs underlines highly dynamic tubular vascular structures that are strongly remodeled during hair cycle (Fig. 1a, b)^15,16,18^, we wondered if our detection of VE-cadherin in the perineurial tubes may also underline dynamic structures. This may be especially the case, since skin nerves reportedly remodel during the hair cycle, when the hair follicle (HF) epithelium and the nerves likely crosstalk^15,44,45^ (Fig. 6a).

**Fig. 6:**
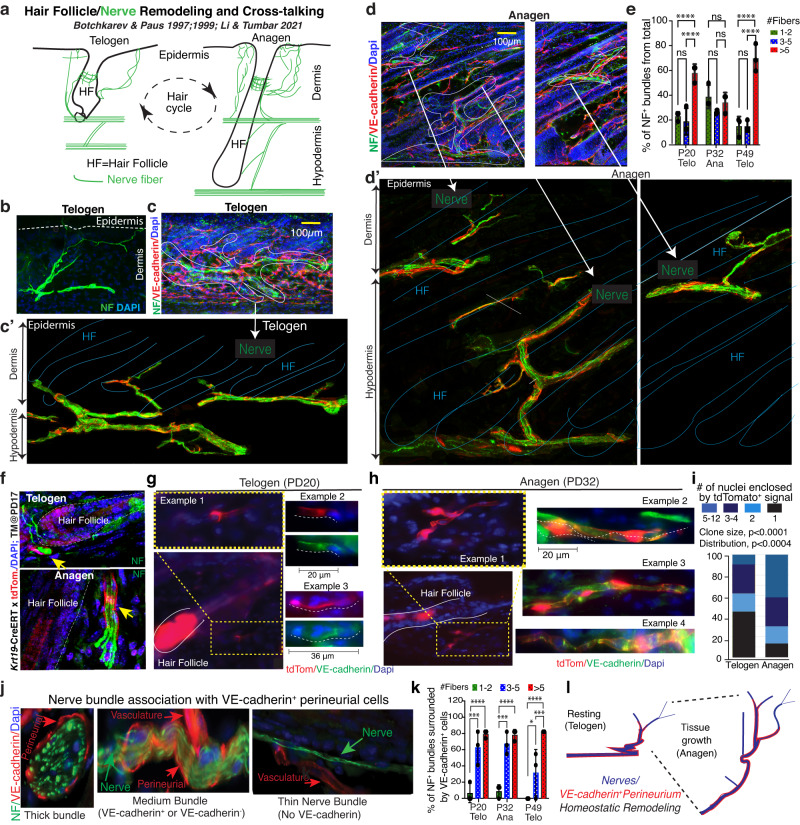
Homeostatic remodeling of perineurial VE-cadherin^+^ lineage during the hair cycle. **a** Cartoon depicting nerve remodeling during hair follicle (HF) growth from telogen to anagen, as previously described in Botchkarev & Paus 1997;1999^44, 45^. Cross-talking between the two compartments was recently summarized^15^. **b** NF staining displaying tree-like branched nerve structures in telogen skin. **c-d’** Maximal projections of z-stack confocal images from 70 µm thick skin tissue sections stained with NF (green), VE-cadherin (red) and Dapi (blue) at telogen (**c**) and anagen (**d**). The enlarged images in (**c’**) and (**d’**) were digitally modified from their original in (**c**) and (**d**), respectively, for qualitative visualization of large complex nerve fibers within thick tissue samples. Visible NF^+^ bundles were manually traced and the surrounding tissue structures and all Dapi signal were digitally removed for visualization purposes. The HFs were pre-traced in the Dapi channel (blue lines). Scale bar 100 µm. **e** Quantification of NF^+^ nerve bundles showing different distributions of #fibers/structure at telogen and anagen. *n* = 3 mice/stage, Data are presented as mean ± SD. Two-way ANOVA followed by a Tukey’s multiple comparisons was used. ns - not significant, ****p ≤ 0.0001. Source data are provided as a Source Data file. **f** Confocal imaging of neurofilament (NF, green) immunofluorescence staining on skin sections from *Krt19*-CreERT;tdTomato (red) mice. Tamoxifen (TM) was injected at PD17 and staining was performed at PD20 (telogen) or PD32 (anagen). **g**, **h** Lineage tracing of *Cdh5*^+^/*Krt19*^+^ perineurial cells using *Krt19*-CreERT; tdTomato mice from (**f**). Tubular structures outside hair follicles appeared more elongated and branched at PD32. **i** Quantification of numbers of nuclei enclosed by tdTomato positive cells at telogen and anagen, as shown in panels (**g**) and (**h**). Statistics for clone size was derived using an unpaired two-tailed t test and for clone distribution using K-S test. Source data are provided as a Source Data file. **j** IF images of tissue sections immunostained for NF (green), VE-cadherin (red) and Dapi (blue). **k** Quantification of NF positive nerve bundles (like those in **j**) and their association with VE-cadherin^+^ cells (% from more than 48 fibers at each stage), *n* = 3 mice/stage, Data are presented as mean ± SD. Two-way ANOVA followed by a Tukey’s multiple comparisons was used. ns - not significant, *p = 0.027, ***p ≤ 0.0008, ****p ≤ 0.0001. Source data are provided as a Source Data file. **l** Cartoon summarizing remodeling and straightening of nerve bundles during skin tissue expansion at anagen.

Nerve bundles arrive in skin through the subcutaneous muscle and form 3 horizontal plexuses, with the middle plexus at the hypodermal/dermal junction; medium-sized and thin nerve bundles derived from this plexus innervate the bulge, upper hair follicle and the epidermal site^15,44,45^ (Fig. 6a). During anagen, the hypodermal nerves become stretched out and display new nerve terminations innervating the newly formed hair follicle (HF bulbs), while dermal nerves display increased density of thin filaments and more branching around the HF bulge^44,45^. The early reports documenting nerve remodeling during hair cycle^44,45^ were consistent with our images of thick (70 µm) NF/VE-cadherin-stained skin sections, followed by z-stack confocal imaging at telogen and anagen (Fig. 6b-d’). Dynamic remodeling of the nerves was also apparent in our quantification, where thick bundles were more frequently scored at telogen than at anagen (Fig. 6e).

To see if the VE-cadherin^+^ perineurial structures also undergo remodeling during hair cycle, we used *Krt19*-CreERT;tdTomato mice TM induced at PD17 and analyzed skin at telogen (PD20) and anagen (PD32) for changes in non-HF tdTomato^+^ structure morphology (Fig. 6f–i). At telogen, the tdTomato^+^ structures outside the HF appeared compact and only rarely extended into long tubular structures, which appeared more prominent and frequent by anagen (Fig. 6g, h). The tdTomato^+^ signal enclosed variable structures that contained 1–12 total DAPI^+^ nuclei within the nerve bundle. Quantification of the number of nuclei belonging to schwann cells that were enclosed by tdTomato signal/structure demonstrates an average increase and a distribution shift towards larger structures at anagen (Fig. 6i). This data may suggest that perineurial cells spread or stretch out around and over the nerves and schwann cells. Ki67 staining of skin sections at the different stages did not catch co-localization with the perineurial cells, suggesting little if any proliferation of these cells.

To document how VE-cadherin^+^ perineurial cells associate with different nerve bundles during the hair cycle, we performed co-immunostaining with NF and VE-cadherin antibodies and divided the NF^+^ bundles into thick (>5 fibers), medium (3–5 fibers) and thin (1–2 fibers) (Fig. 6j). Quantification of this data at 3 hair cycle stages (*n* = 3 mice/stage and *N* > 45 bundles/stage) showed ~100% VE-cadherin^+^ perineurial signal associated with the thick bundles, ~40–80% association with the medium bundles depending on hair cycle stage, and only ~10% association with thin bundles or individual axons (Fig. 6k).

Taken together, these data demonstrate a dynamic homeostatic re-organization of VE-cadherin^+^ non-endothelial perineurial cells along with the skin nerve bundles and the hair follicles during hair cycle and a preference of the perineurial cells for thick nerve bundles (Fig. 6l).

### Alk1 regulates expression of ECM-associated genes in VE-cadherin (*Cdh5*)^+^ lineages

To understand the function and regulation of the VE-cadherin^+^ non-endothelial perineurial population during hair cycle, we turned to known VE-cadherin interacting partners from ECs^3,46^. Of these, the TGF-β pathway surfaced most strongly in our skin EC populations during hair cycle (Fig. 2h). In fact, we have reported one TGF-β receptor - activin receptor-like kinase 1 (Alk1) known as an important regulator of EC function^47,48^- as playing an essential role in skin vasculature remodeling during hair cycle^16,18^. Here, we found that *Cdh5*^*+*^*/Krt19*^*+*^ cells indeed expressed detectable levels of several TGF-β members, including Alk1 (Fig. 7a). 

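Alk1 is encoded by *Acvrl1*. In cells thinned to 1500 UMIs it was found in 2.09% of *Cdh5*+/*Krt19*+ cells (49 of 2350, 95% exact interval 1.55% to 2.75%) and in 19.7% of ECs. Immune-like cells showed it in 5.07% (158 of 3114, 4.33% to 5.90%), but do not serve as a background for this gene, since their level was 32.4% of that in ECs while 8 EC markers reached 4.61%. Median depths were 5614.5, 5446.5 and 12242.5 UMIs, and the shares without thinning, in the same order, were 9.35%, 49.4% and 30.1%. Summed per mouse, *Acvrl1* stood at 18.0 ± 5.45 CPM in the population, 144 ± 13.2 CPM in ECs and 46.8 ± 12.1 CPM in immune-like cells (mean ± SD, n = 4 mice), and fell by 3.13 on the log2 scale against ECs (SE 0.14, Benjamini-Hochberg adjusted p from edgeR = 1.6e-07, lower in each of the 4 mice). In *Cdh5*+/*Krt19*+ cells the level was 12.5% of that in ECs against 3.26% for *Pecam1*, so that free RNA or doublets with ECs account for 26.2% of it (10.7% to 34.0% in single libraries) by *Pecam1* and for 31.1% (20.1% to 37.7%) by 8 other EC markers, in a comparison chosen after the values were seen. Free *Acvrl1* RNA from immune-like and fibroblast-like cells, whose levels were 32.4% and 30.8% of that in ECs, was not counted in these shares. The other TGF-β members differed. *Tgfbr2* reached 135 CPM, *Smad5* 48.8, *Smad2* 45.1 and *Tgfbr1* 36.6 CPM, with 65.8, 9.74, 29.9 and 15.3 CPM in immune-like cells. *Tgfb1* reached 26.0 CPM and *Smad1* 19.5 CPM, with 242 and 21.3 CPM in immune-like cells. Against ECs, *Tgfb1* and *Smad1* fell by 3.05 and 2.97, while *Smad2* (0.14, adjusted p = 0.24) and *Smad5* (−0.10, adjusted p = 0.43) were not called. *Tgfbr1* (0.55, adjusted p = 0.0012) and *Tgfbr2* (−0.28, adjusted p = 0.039) were, but lost the call under at least 1 alternative (largest adjusted p 0.17 and 0.26); these p are Benjamini-Hochberg adjusted values from edgeR.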

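The KO libraries came from tdTomato+ cells of 2 mice at PD 25 and were made and counted like the WT libraries, again with raw UMI counts as the deposited unit. The genotype label of both samples reads wild type, whereas their description and the paper give the KO, which was followed here. KO S1 held 10615358 UMIs in 2283 barcodes and KO S2 held 11239445 UMIs in 2502 barcodes. The same limits kept 1713 and 1958 cells at median depths of 4742 and 4371 UMIs. The authors compared KO with WT telogen cells by a Wilcoxon test on cells, whereas counts were summed per library and population here, 2 KO mice against 2 WT telogen mice. The groups also differ in age, strain and the *Krt14*-H2BGFP allele, and control littermates were not analysed here, so that these differences cannot be separated from the KO. *Acvrl1*, the targeted gene, was measured first. Over all kept cells it reached 69.3 and 51.4 CPM in WT telogen S1 and S2 (1982 and 2024 UMIs), 113 and 129 CPM in WT anagen S1 and S2 (3550 and 3515 UMIs), and 101 and 80.1 CPM in KO S1 and S2 (965 and 834 UMIs), with cell composition not held constant. Within ECs thinned to 1500 UMIs it was found in 18.0% of WT telogen cells (416 of 2305, 95% exact interval 16.5% to 19.7%) and 12.9% of KO cells (338 of 2625, 11.6% to 14.2%). In immune-like cells, which are no background for this gene, it was 4.91% in WT telogen and 0% in KO (0 of 181 cells, upper limit 2.02%). Median depths were 5122 and 5249 UMIs for ECs and 12384 and 7975 UMIs for immune-like cells, 130 KO ECs and 15 KO immune-like cells were left out, and the unthinned shares in ECs were 44.3% and 32.4%, with 29.3% and 7.65% in immune-like cells. Perineurial cells, the *Cdh5*+/*Krt19*+ population of the KO, numbered 75 and 48 (4.38% and 2.45% of kept cells). Between KO and WT telogen, *Acvrl1* was called lower in 2 of 6 EC populations, by −1.05 on the log2 scale in Cap-Kdr (SE 0.24, Benjamini-Hochberg adjusted p from edgeR = 0.0036) and −0.64 in Cap-Rgcc (SE 0.22, adjusted p = 0.045), with both KO mice below both WT mice, and each lost the call under at least 1 alternative (largest adjusted p 0.80 and 0.26). It was also called lower in pericyte-like (−1.90, SE 0.44, adjusted p = 0.040) and fibroblast-like cells (−1.32, SE 0.35, adjusted p = 0.016), from 15 and 16 KO counts, and likewise lost these calls (largest adjusted p 0.15 and 0.11). A loss of Alk1 was therefore neither shown nor excluded by these counts. Counts from 3′ libraries do not tell whether the floxed part of a transcript is missing. The libraries are called KO after the paper. *Xist*, at 938 CPM in WT telogen S1, 0.0508 CPM in WT telogen S2, and 865 and 856 CPM in KO S1 and S2, shows that the mice were of both sexes.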

To ask if Alk1 may play a role in the *Cdh5*^*+*^ perineurial cells, we first examined our previous scRNA-seq dataset generated from tdTomato^+^ sorted cells from *Cdh5*-CreERT^2^ x Alk1^fl/fl^ mice TM induced at PD17 and sacrificed at 1^st^ telogen^16^, which we referred to from here on as KO (Fig. 7b–e). When compared with the telogen dataset that served here as wild-type control (CT), hundreds of genes changed expression in *Cdh5*^*+*^ perineurial cells due to Alk1 loss, and of these, 53 changed by >3x, which is highly significant in single-cell analysis (Supplementary Table 1). 

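Perineurial cells of the KO and of WT telogen were compared in edgeR on counts summed per mouse, where *Acvrl1* itself gave a log2 fold change of −0.85 (SE 0.81, Benjamini-Hochberg adjusted p = 0.50) from 120 WT telogen and 4 KO counts. Leaving out one library moved it between −8.39 and −0.17, so that a loss was not shown. Of 10313 genes tested, 1055 were called higher and 1199 lower in the KO. Sums of cells thinned to 1500 UMIs each, with cell numbers left unequal, moved these numbers most, to 547 and 616. Over 3-fold were 393 higher and 543 lower genes. Of the lower genes 72 had 0 counts in the KO, and with these at their bound 497 were over 3-fold. All 53 genes of the paper's Supplementary Table 1 changed in the direction given there, 20 up and 33 down, and 52 of them were called. Since that list was chosen on these libraries, this is not independent evidence. Among the genes with the largest changes, *Slc15a2*, with 0 WT telogen counts, was at least 145-fold higher, and *Galr2* and *Kbtbd11* rose with log2 fold changes of 5.94 (SE 0.46, adjusted p = 6.5e-07) and 5.91 (SE 0.75, adjusted p = 6.3e-05). *Fbn2*, *1110008P14Rik* and *Cyp51*, with 0 counts in the KO, were at least 8.24-fold, 6.77-fold and 6.06-fold lower. For *Slc15a2* the adjusted p reached 0.25 under 1 alternative. In simulated data of this size, 67% of 200 strongly changed genes were recovered, with 18 false calls.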

Among the 33 downregulated genes, we noted signaling processes, cytoskeletal, and ECM and basement membrane formation (Supplementary Table 1 and Supplementary Data 6). 

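Among the genes that the paper names, *Col1a1* fell by 4.02 on the log2 scale (SE 0.25, adjusted p = 1.7e-07), *Col3a1* by 3.43 (SE 0.23, adjusted p = 2.3e-07) and *Serpinh1* by 2.99 (SE 0.25, adjusted p = 1.6e-06), with both KO mice below both WT telogen mice and p from edgeR with Benjamini-Hochberg adjustment. Likewise lower in both KO mice were *Pcolce* (−2.84), *Fn1* (−2.32), *Vtn* (−2.23), *Col1a2* (−2.20) and *Sbspon* (−1.89), each with an adjusted p of at most 2.6e-05 by the same test. *Lypd2*, with 4707 WT telogen counts and 1 KO count, was 259-fold lower (95% counting interval 46.5 to 10242). *Krt19* fell by 2.10 (SE 0.25, adjusted p = 3.8e-05) and *Cdh5* did not change detectably (0.36, SE 0.21, adjusted p = 0.24).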

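On a list of ECM genes fixed in advance, 96 were tested in perineurial cells, and their median log2 fold change in the KO was −1.05, with 74 genes lower. With the 10 genes at 0 counts in one group set to their bound, the median was −0.83. The set was lower by camera (6.6e-08) and by fry (0.0078), but not with an estimated correlation (0.21). Called lower were 44 genes, or 47 adjusted over the list alone, and 7 were called higher. Omission of the filter on low counts moved the median most, to −1.72. Collagen genes, 25 of them, had a median of −2.10 at their fitted values and −1.61 at the bound, with 1.1e-07 by camera. Basement membrane genes had a median of 0.14 over 18 genes, with 2 called higher and 6 lower (0.85 by camera, 0.048 by fry).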

Notably, expression of encapsulating structure signatures, ECM constituents, and collagen-associated ECM, which were the top functional categories enriched in the *Cdh5*^*+*^ perineurial cells, were also significantly reduced in KO perineurial cells (Fig. 7f, g). To compare the Alk1 effects in ECs with those in the *Cdh5*^*+*^ perineurial cells, we used GO terms analysis using DEGs (FC > 1.3). Interestingly, several top down-regulated processes in *Cdh5*^*+*^ perineurial cells showed similarities in blood vessels (but not in lymphatic vessels) EC populations (Fig. 7g), which includes collagen-containing ECM, external encapsulating structure signatures, and oxidative metabolism. 

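The same ECM list was lower in each EC population of the KO, with median log2 fold changes of −0.94 in Artery, −0.67 in Vein, −0.50 in Cap-Kdr, −0.78 in Cap-Rgcc, −0.65 in Lymph-Col and −0.69 in Lymph-Cap. Of 31 to 58 genes tested, 24, 22, 13, 18, 25 and 21 were called lower in that order, or 28, 24, 14, 20, 29 and 29 adjusted over the list alone. Called higher were 2, 3, 6, 0, 7 and 4, so that the decrease was least uniform in Cap-Kdr, with 12 of 31 genes higher. Set p by camera ranged from 5.0e-11 in Artery to 0.047 in Cap-Kdr. It stayed under 0.05 by fry in all 6 populations (largest 0.034, in Lymph-Col) and in none with an estimated correlation (smallest 0.081, in Lymph-Cap). The call for Cap-Kdr was lost under 3 alternatives, with p up to 0.13 when libraries were not corrected. A direct test of the difference between lymphatic and blood ECs gave a median of 0.38 over 84 genes (0.18 by camera, 0.30 by fry), so the ECM response was not shown to differ between them. For oxidative phosphorylation genes the response did differ, by a median of 0.64 over 77 genes (6.0e-15 by camera, 0.025 with an estimated correlation, 0.0017 by fry). Their medians were −0.35 in Artery, −0.69 in Vein, −1.09 in Cap-Kdr and −0.67 in Cap-Rgcc, and −0.18 in both lymphatic populations. In perineurial cells the median was −1.07, with 77 of 78 genes lower. Lists matched on transcript length and expression had medians from −0.49 in Cap-Kdr to −0.13 in Cap-Rgcc among blood populations. In Lymph-Col and Lymph-Cap they had −0.10 and −0.06, so that part of the difference may be shared with short transcripts.

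**Figure D3:**
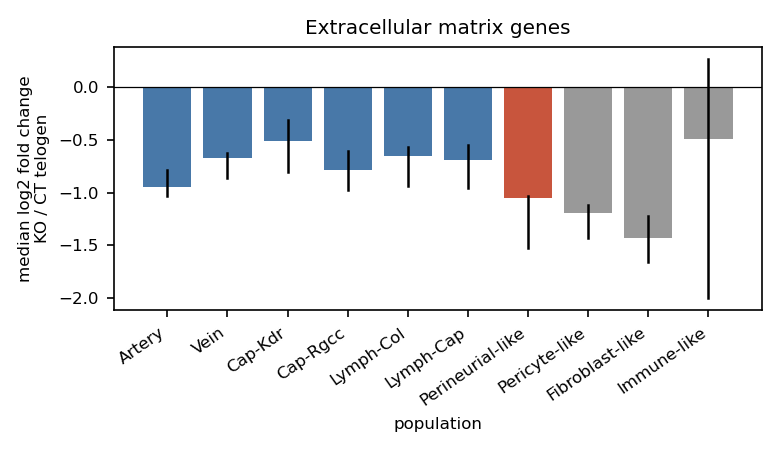
Median log2 fold change, KO over CT telogen, of ECM genes in each population. Bars give the median over genes (−1.05 in perineurial-like cells) and lines its range when each library was left out in turn (−1.52 to −1.03 in perineurial-like cells).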

To further investigate if Alk1 has direct roles in regulating expression of these ECM constituents, we FACS sorted tdTomato^+^ cells from the skin tissue of *Cdh5*-CreERT^2^ x Alk1^fl/fl^ x tdTomato mice only after 3 days of tamoxifen injection (Supplementary Fig. 7a). We then qPCR profiled mRNA levels in CT and KO cells that confirmed downregulation of ECM factors *Col1a1*, *Lypd2*, *Col3a1*, *Serpinh1*, *Pcolce*, *Col1a2*, *Sbspon*, *Vtn* and *Fn1*, which were the top genes downregulated by Alk1 loss in perineurial cells (Fig. 7h).

**Fig. 7:**
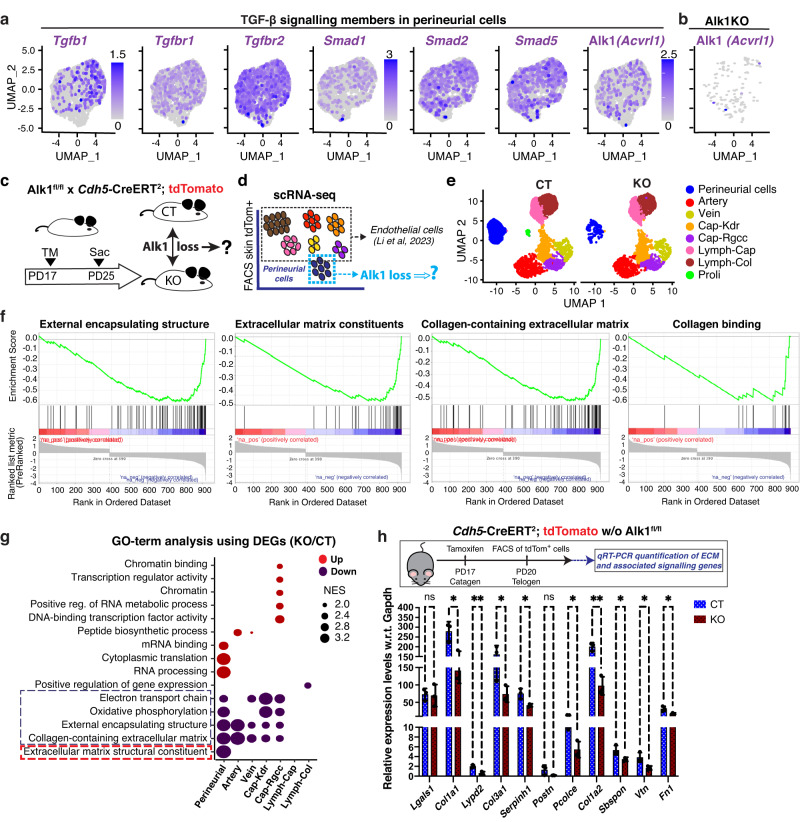
Alk1 regulates expression of encapsulation and basement membrane components in vivo. **a** Feature plots displaying expression of TGF-β signaling associated genes including Alk1 in *Cdh5*^+^/*Krt19*^+^ perineurial cells. **b** Feature plot of Alk1 mRNA (*Acvrl1*) level in *Cdh5*^+^/*Krt19*^+^ perineurial cells from KO mice. **c, d** Schematic depicting workflow for isolation and analysis of *Cdh5*^+^/*Krt19*^+^ perineurial cells and ECs from Alk1^fl/fl^x *Cdh5*-CreERT^2^; tdTomato mice^16^. **e** UMAP clustering showing all ECs and perineurial cells in wild-type (CT) and KO mice. **f** GSEA analysis showing striking depletion of ECM, encapsulation and collagen binding signatures in perineurial cells of KO mice. **g** GO-term analysis shows a comparison of pathways/functions changed by Alk1 loss in perineurial cells with EC populations. Source data are provided as a Source Data file. **h** Real-time PCR validation of ECM-associated down-regulated genes in perineurial cells of KO mice. Tamoxifen was injected at PD17 and tdTomato^+^ cells were FACS sorted at PD20 to investigate direct effect of Alk1 deletion on ECM genes expression. *n* = 3 mice/genotype. Data are represented as mean ± SD. Multiple unpaired t tests was used. ns - not significant, *p ≤ 0.042, **p ≤ 0.0061. Source data are provided as a Source Data file.

Taken together, these findings demonstrate that Alk1, a known VE-cadherin partner in ECs function^3,46–48^, is also utilized by the *Cdh5*^*+*^ non-endothelial perineurial cells to regulate gene expression signatures, defining both common and unique characteristics of cells within the skin VE-cadherin lineage. In perineurial cells, we find that Alk1 specifically promotes expression of ECM molecules along with the encapsulating structure identity. This was likely associated with the known function of this cell type in basement membrane deposition around the nerves^39,42^.

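How the lower ECM expression of perineurial cells compared with that of other populations was tested as a difference between populations of the same 2 KO and 2 WT telogen mice. The ECM list was also lower in fibroblast-like cells, with a median of −1.43 over 95 genes and 54 called lower (57 adjusted over the list alone), in pericyte-like cells with −1.20 over 68 genes and 18 called (33), and in immune-like cells with −0.49 over 61 genes and 4 called (5). The immune-like median changed sign, to 0.27, without WT telogen S2. Against all ECs the ECM list differed by a median log2 value of −0.08 over 111 genes (0.27 by camera, 0.058 by fry), and against pericyte-like cells by −0.36 over 96 genes (0.25 by camera, 0.018 by fry). Against fibroblast-like cells it differed by −0.18 over 103 genes (0.35 by camera, 0.33 by fry) and against immune-like cells by −0.07 over 96 genes (0.84 by camera, 0.31 by fry). Collagen genes fell less in perineurial than in fibroblast-like cells, with a difference of 0.21 over 25 genes (0.0058 by camera, 0.020 by fry), and so did the 11 genes of the qPCR in Fig. 7h, with 1.47 (0.0015 by camera, 0.0031 by fry). Neither passed with an estimated correlation (0.22 and 0.079). Against pericyte-like cells the same lists fell more, by −0.36 (0.11 by camera, 0.024 by fry) and −0.67 (0.0029 by camera, 4.7e-05 by fry). With an estimated correlation these did not pass either (0.22 and 0.089). For the ECM list, fry passed 0.05 for pericyte-like cells alone and camera for none of the 4. In simulated data, 145 of 200 genes above the median level that differed strongly between perineurial and fibroblast-like cells were recovered. Over the 2042 genes called in perineurial cells and tested in fibroblast-like cells, 90.6% changed in the same direction. Pearson r, taken over all 8405 genes tested in both, called or not, was 0.580. The same bases hold for the other populations below. The shared controls alone gave at most 57.4% and 0.122 in 100 simulated draws. In immune-like cells the values were 80.35% and 0.336, against at most 57.6% and 0.126. Artery, Vein, Cap-Kdr and Cap-Rgcc had r of 0.451, 0.499, 0.484 and 0.416, with 80.35% to 86.4% in the same direction. Lymph-Col and Lymph-Cap had lower r of 0.338 and 0.370, with 76.0% and 75.6%. Pericyte-like cells had 0.482 and 84.8%. Genes are not independent replicates. From the genes and processes lowered in the KO and the qPCR of cells sorted soon after tamoxifen, the paper states that Alk1 specifically promotes ECM expression in perineurial cells, and its Discussion describes the same for ECs.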

### Alk1 acts in perineurial cells to maintain proper nerve branching during the hair-cycle

To understand how Alk1 loss in perineurial cells may affect nerve organization and remodeling, we first examined skin from *Cdh5*-CreERT^2^ x Alk1^fl/fl^; tdTomato mice, TM induced at PD17 and sacrificed at PD25, by NF and laminin staining. Little if any changes were noted relative to control mice at this early stage post Alk1 loss. Since these mice die shortly after PD25 due to defects in the vasculature, we crossed the *Krt19*-CreERT x Alk1^fl/fl^; tdTomato mice and examined tdTomato^+^ clones outside the HFs at PD32 and PD49 after TM induction at PD17. These mice survived and appeared normal 2-3 weeks post TM induction with no obvious phenotypes, indicating that loss of Alk1 in *Krt19*-CreERT targeted cells does not induce major physiological effects in these adult mice. This may not be surprising as the patches of non-HF tdTomato^+^ cells are relatively small and rare with only 1-3 structure present in each 30–60 µm thick and ~1.5 cm long skin sections analyzed. Second, since *Krt19*-CreERT also targets Alk1 in the hair follicles, where it is lowly expressed (Supplementary Fig. 7b), we inspected the tissue for any defects in hair morphology or hair cycle progression. However, these appeared normal at both PD32 (anagen) and PD49 (telogen) stages analyzed in all *n* = 3 mice/stage analyzed (Supplementary Fig. 7c). The tdTomato^+^ non-HF cells and clones were present at their normal relatively rare frequency of 1–3 nerve structures/skin section in both CT and KO skin. Interestingly, IF staining for laminin – a marker that provides a collective assessment of the basement membrane’s architecture and stability in nerves and other structures - was strongly reduced in *Krt19*-CreERT targeted tdTomato^+^ clones in dermis of KO when compared with CT mice (Fig. 8a-c).

**Fig. 8:**
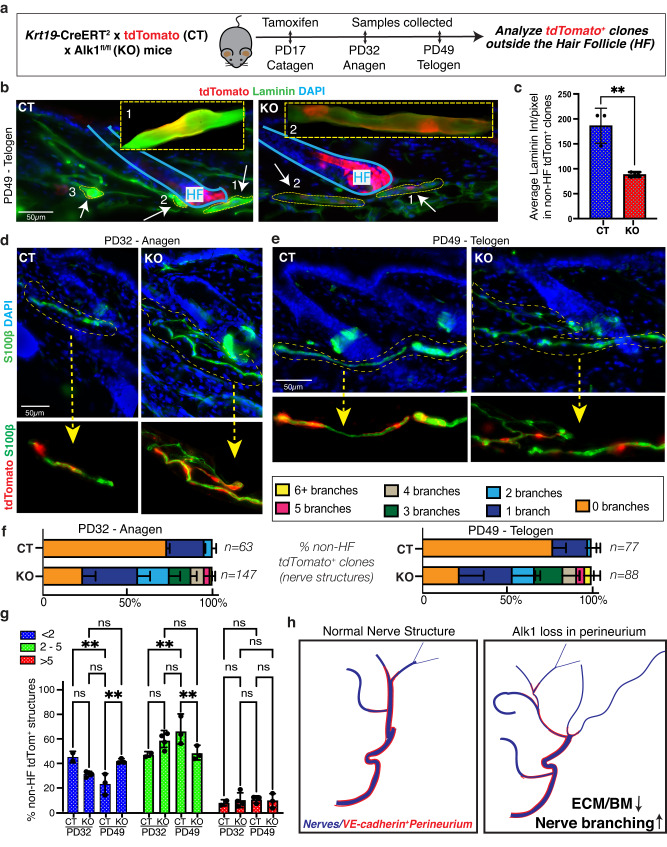
Alk1 loss in perineurial cells results in increased nerve branching during hair-cycle. **a** Schematic of workflow for assessment of effect of long-term Alk1 loss in *Krt19*-tdTomato^+^ clones outside hair follicles (HFs) in CT and KO mice. *Krt19*-CreERT driver was used for simultaneous tdTomato labeling and Alk1 deletion in targeted clones. **b** IF image showing laminin (green) coated tdTomato^+^ (red) perineurial cell clones outside HFs, and decreased laminin intensity in KO clones. Scale bar 50 µm. **c** Quantification of laminin staining intensity per *Krt19*-tdTomato^+^ clone in 12 µm thin skin tissue sections of CT and KO. Per pixel signal value for each clone from *n* = 3 mice/genotype was measured using Fiji and plotted using prism 9. Data are presented as mean ± SD. An unpaired two-tailed t test was used. **p = 0.0087. Source data are provided as a Source Data file. **d**, **e** IF image of S100β along with *Krt19*-tdTomato showing increased splitting and perturbed organization of nerves in KO structures at P32 anagen (**d**) and P49 telogen (**e**). Scale bar 50 µm. **f** Quantification of number of branch points per continuous nerve structure in the dermis region. The relative fraction (%) of each nerve category was compared between genotypes and plotted using bar plots. *N* > 60 nerve structures per genotype were analyzed. Data are presented as mean ± SD. Source data are provided as a Source Data file. **g** Comparison of nerve bundles containing different thickness (# of fibers) structures between CT and KO at anagen and telogen, n = 3 mice for CT and *n* = 4 mice for KO. Data are presented as mean ± SD. Two-way ANOVA followed by a Tukey’s multiple comparisons was used. ns - not significant, **p ≤ 0.0077. Source data are provided as a Source Data file. **h** Cartoon summarizing implications of Alk1 function in the perineurial cells in preventing excessive nerve branching during tissue expansion, potentially through maintaining expression of basement membrane ECM proteins.

Next, we examined nerve bundle morphology in the tdTomato^+^ non-HF clones using IF-staining for S100β, a schwann cell marker that shows a tightly colocalized staining pattern with NF (Supplementary Fig. 7d). Strikingly, nerves marked as tdTomato^+^ clones appeared disorganized, highly branched and with fewer fibers/bundle in *Krt19*-CreERT driven Alk1 KO skin dermis as compared to the CT dermis at both hair cycle stages analyzed (Fig. 8d, e). This was largely confirmed by our quantification, especially in the number of branches per tdTomato^+^ nerve structure in CT and KO mice in more than 60 structures for each genotype/stage (Fig. 8f, g). Together, these results identified Alk1-driven molecular control of perineurial function and established one role of these perineurial cells in maintaining the physiological nerve branching patterns during the hair cycle via Alk1 activity (Fig. 8h).

## Discussion

Our work re-defines the cellular and molecular heterogeneity of the essential VE-cadherin^+^ lineage and its dynamics during homeostasis, firmly expanding its functions beyond classical endothelial vasculature remodeling^1,49^ into perineurial cells and skin nerve maintenance. Most importantly, we uncovered a previously unrecognized VE-cadherin^+^ non-endothelial perineurial cell population encapsulating the skin nerves, contributing to the nerve basement membrane, and remodeling into tubular-like structures along with the nerves during the hair cycle. We implicate Alk1, a known VE-cadherin interacting partner from the TGF-β pathway, in the function of these perineurial cells. We show that Alk1 in the perineurium promotes production of ECM factors, deposition of nerve basement membrane, and maintenance of proper branching and organization of nerve bundles during the hair cycle.

Importantly, VE-cadherin expression in a non-endothelial (perineurial) population and the implication of its endothelial partner Alk1^3,46–48^, in homeostatic remodeling of nerve structures, changes the existing dogma in the field that considers these interacting factors as specific to the endothelium. Our result is supported by a decades-old, and since largely ignored VE-cadherin staining near skin nerves^41^. VE-cadherin is a cell-cell contact molecule with specialized function in tubular structures that have been so-far thought of as exclusively vascular, until now. VE-cadherin is known to confer tubular EC structures flexibility, resilience, and permeability to gases, nutrients, and blood/immune cells^50–52^, and it’ll be interesting in the future to examine its role in the perineurium. Given its known functions in endothelial cells, the identification of VE-cadherin in the non-endothelial dynamic perineurial tubes is intriguing. The perineurium is already known to be endowed with characteristics that VE-cadherin promotes such as being flexible, resistant to mechanical damage, and playing important roles in permeability through the blood-nerve barrier^53^. In fact, acute and chronic pain is related to nerve inflammation and the infiltration of immune cells to the nerve terminations^54^, which may be mediated in the perineurium via VE-cadherin, a tantalizing possibility for future investigation.

Our data clearly implicated Alk1 in promoting ECM gene expression in both endothelial and perineurial cells, which both form dynamic VE-cadherin^+^ tubular structures. On the other hand, Alk1 represses ECM gene expression in other non-endothelial mesenchymal cell types including structural but non-tubule forming cells, such as fibroblasts^55^ and chondrocytes^56^. This suggest that although perineurial cells have a strong mesenchymal identity, Alk1’s effect on ECM genes in perineurial cells resembles more the endothelial, than the mesenchymal cell types. Interestingly, Alk1 loss in endothelial cells results in increased permeability and leakiness of the vasculature, which loses its integrity^57^. Similarly, we show that nerve bundles branch more when Alk1 is lost from their surrounding perineurium, possibly due to low laminin content in the basement membrane. In contrast, the known Alk1 role in EC migration^16^ may not apply in perineurial cells, since the latter seem to remodel correctly into branched out tubular structures at anagen. This remodeling may involve perineurial cell stretching, migrating and encapsulating schwann cells and nerve terminations, and this seems to occur even in the absence of Alk1. Interestingly, gene expression changes upon Alk1 loss are more similar in perineurial and blood vessel endothelial cells, when compared to lymphatic vessel ECs, perhaps attesting to the less dynamic nature of the latter.

That the VE-cadherin/Alk1 signaling axis, previously implicated exclusively in the endothelium^3,46–48^, is present in the perineurial cells as well, may have important implications in understanding the known coordinated nerve/vasculature remodeling that has intrigued scientists for decades^58^. Nerve and vasculature structures are created by branching morphogenesis, and both structures share and respond to growth factor derived from the other compartment^58^. Moreover, they are both known to respond to signals from hair follicle epithelial cells during the hair cycle^15^. Perhaps a VE-cadherin^+^/Alk1 axis may be part of a general tissue network that drives the coordinated nerve/vasculature remodelling during homeostasis, with implications in vasculature and nerve disease.

In addition to shifting the dogma for the VE-cadherin^+^ population by expanding its known heterogeneity, our data provides the first high resolution cellular and molecular characterization of vasculature dynamics in the homeostasis of a highly regenerative tissue. While many adult vascular systems are quiescent during homeostasis^59^, a few adult tissues besides skin^15^ also employ dynamic vasculature changes in the absence of injury. The latter include menstruation in female endometrial homeostasis^60^, exercise in the skeletal muscle^61^, and the ongoing regeneration of lacteals in the intestine^62^. The synchronicity of hair follicle homeostatic growth and regression in skin facilitates the characterization of this system, illuminating the way for other adult regenerative tissues. Interestingly, we detected an anagen-specific increase in blood ECs at the expense of the lymphatic ECs, suggesting the two lineages are in opposite flux during skin homeostasis. While blood vessel EC number increase is not surprising, and aligns with proposed high energy needs to supply O_2_ and nutrients for the production of new hair shafts^15,20^ and to expand the skin hypodermis, the concomitant decrease in lymphatics ECs is intriguing. A reported reduction in the dermal lymphatic capillaries area at anagen^24^, and the reduced drainage observed at anagen^23^ may corroborate our finding. The lymphatic vasculature is generally static in adult tissues^63,64^, but homeostatic regeneration also occurs in the intestinal ‘lacteal’ lymphatic capillaries and the ovary during folliculogenesis^62,65^. Our study in skin adds important insight into active vascular homeostasis of another highly regenerative adult tissue.

Importantly, we exclude here the existence of a hair-cycle active skin resident VE-cadherin^+^ endovascular progenitor (EVP) that was previously documented in the aorta, skin wounding and skin tumors^11–13^. Our ultra-sensitive labeling method (*Cdh5*-CreERT^2^ x tdTomato) uncovered a mesenchymal perineurial cell type and not an immature EC type. Thus, it appears that skin ECs change their overall numbers and balance between blood and lymphatic ECs during hair cycle, without cellular input from a skin-resident VE-cadherin^+^ immature cell type or EVP.

Furthermore, our data demonstrate that in homeostasis, skin EC populations coordinately change their molecular makeup to reflect increased metabolic and biosynthetic activities. This corroborates with previous findings of microvasculature remodeling through capillary pruning and duplication^66^ and through exercise-induced angiogenic stimulus^61^. Several major signaling pathways surfaced from our transcriptomic analysis as differentially regulated in the specific EC populations, including TGF-β, Notch and Wnt signaling. These data should aid in the emerging cross-communication of ECs with hair follicle stem cells^15^, which is poorly understood. More importantly, this work may aid in efforts to engineer proper organotypic skin cultures for chronic and diabetic wounds^67^ and for understanding skin vascular disease such as Human hereditary hemorrhagic telangiectasia (HHT)^68^.

Finally, our study has some technical strengths and advances worth mentioning. First, using FACS on the highly sensitive *Cdh5*-CreERT^2^;tdTomato labeling system permitted access to rare and low-expressing VE-cadherin cell types, which baring one decades-old study^41^ were generally missed in antibody staining. Second, despite our sensitive methods, we did not find a VE-cadherin^+^ endothelial vascular progenitor (EVP), as suggested in the aorta, in cancer or in injury^11–13^. Significantly, our computational lineage trajectory analysis and specific gene expression signatures as done in aorta^11^ supported the EVP hypothesis but this was refuted by our genetic lineage tracing in skin, cautioning against the use of single-cell transcriptomic computational methods alone to predict cell identity and functions. Third, our single-cell transcriptomic data revealed strong expression of *Krt19* mRNA in perineurial cells, which prompted us to employ the *Krt19*-CreERT driver that also marked the skin perineurium. The *Krt19*-CreERT was previously considered specific to epithelial hair follicle stem cells^36^, but evidently, this assumption should be revised given our data. The expression of a keratin in a perineurial cell type with a strong mesenchymal signature is intriguing and requires further investigation and confirmation at the protein level.

In conclusion, our systematic analysis of the VE-cadherin^+^ population in adult skin revealed previously un-recognized non-endothelial cell types and identified dynamic reorganization that highlights the coordinated nerve and vasculature remodeling during homeostasis. This data un-earths unexpected cellular and functional heterogeneity in the essential VE-cadherin^+^ population using skin as a highly regenerative adult tissue and will have relevance to other adult tissues and to vascular and nerve disease.

## Methods

### Mice and treatments

All the mouse work was performed in accordance with the Cornell University Institutional Animal Care and Use Committee (IACUC) guidelines (protocol no. 2007-0125). The tdTomato^26^ (Stock no 007905) and *Krt19*-CreERT^36^ (Stock no 026925) mice were obtained from Jackson Laboratory. The Alk1^fl/fl^ and *Cdh5*-CreERT^2^ ^25^ mice were imported from Dr. Anne Eichmann at Yale University and used as previously described^18^. Mouse sex was not considered in the study design. The mice were intraperitoneally (IP) injected with tamoxifen at a dose of 200 µg/g body weight to induce Cre recombination. For BrdU-pulse experiments, mice were fed with 0.8 mg/ml BrdU in daily water supply.

### Immunofluorescence staining, microscopy and image processing

Immunofluorescence (IF) staining on the non-prefixed tissue sections was performed by following the standard protocol, as described previously^18^. The tdTomato^+^ skin tissues were prefixed in 4% paraformaldehyde for 2 h at 4 °C followed by passing them through a sucrose gradient before embedding in OCT compound (Tissue Tek, Sakura). The non-prefixed samples were first fixed in 4% paraformaldehyde (PFA) for 10 minutes at room temperature (RT), followed by washing with PBS and 20 mM glycine in PBS. The sections were blocked with 5% normal serum for 1 h at RT before incubating them with primary antibodies at 4 °C overnight. Next day, sections were 3x washed with PBST and then incubated with secondary antibodies (1:500). The sections were washed 3x with PBST and stained with DAPI. The slides were mounted with antifade solution. For thick sections (70 µm), primary antibodies incubation was performed for 48 hours at 4 °C and secondary antibodies overnight at 4 °C. For BrdU staining, tissue sections or cells were first stained with non-BrdU primary antibodies, followed by fixation using 4% PFA. DNA was denatured by incubating the slides in 1 M HCl solution for 55 minutes at 37 °C. The slides were washed with PBS and re-blocked using 0.5% Tween-20 and 1% BSA before incubating them with anti-BrdU antibody overnight at 4 °C. Then slides were washed in PBST and incubated with FITC-conjugated anti-rat antibody. Primary antibodies used in this study include CD31 (1:100, BD Biosciences, 550274); VE-cadherin (1:500, R&D Systems, AF1002); LYVE1 (1:400, Thermo Scientific, 14-0443-82); Prox1 (1:300, Abcam, ab199359); BrdU (1:300, Abcam, ab6326); Endomucin (1:300, Santa Cruz Biotechnology, sc-65495); CD34 (1:100, BD Biosciences, 553731); Laminin (α1) (1:500, Sigma-Aldrich, L9393); S100β (1:400, Proteintech, 15146-1-AP) and Neurofilament Heavy chain (1:500, Millipore, AB5539). The IF images were captured using either the Leica DMI6000B microscope with Leica K5 camera or the Zeiss LSM inverted 880 confocal microscopes. The z-stacks (1 µm stacks) images of thick sections were deconvoluted using AutoQuant X software and were further processed for brightness, contrast and stitching using Fiji^69^. Multiple images were combined using stitching package^70^ in Fiji^69^ for Fig. 1. The quantification graphs were generated using GraphPad Prism 9.

### Fluorescence-activated cell sorting (FACS) of VE-cadherin^+^ cells

FACS isolation of VE-cadherin^+^ cells and its purity check was performed as previously described^27^. Briefly, tdTomato (Jax Stock #007905), *Cdh5*-CreERT^2^ ^25^ and *Krt14*-H2BGFP^71^ mice were used for VE-cadherin^+^ cells and control keratinocytes isolation. The VE-cadherin^+^ cells were labeled with tdTomato by injecting tamoxifen (200 μg/g) at postnatal day (PD)17, and dorsal skin was collected at PD20 or PD32. The dorsal skin was digested in collagenase and Dispase mixture as previously described^27^. The dead cells were removed by LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (ThermoFisher). FACS Aria (BD Biosciences) was used for cell sorting in Cornell Flow Cytometry facility. FACS data were analyzed with the FlowJo (FlowJo™ Software, v10.5.0, BD Biosciences).

### Single cell library preparation and data analysis

The barcoded single-cell 3′ cDNA libraries were generated using Chromium Single Cell 3′ gel bead and library Kit v3 (10x Genomics) and sequenced using an Illumina NextSeq-500. The raw data were aligned to the mouse reference genome (mm10-2020-A) using the 10X Genomics *Cell Ranger* pipeline (v6.0.1). The data analysis was performed in R using the Seurat package version 4.0^72,73^. Cells that had between 200 and 5000 genes expressed and had under 10% of the UMIs mapped to mitochondrial genes were retained. We obtained a total of 3957 and 8627 high-quality cells for telogen and anagen samples, respectively. For further analysis, all samples were merged, the transcript counts were log-normalized, and the expression of each gene was scaled so that the variance in gene expression across cells was one, followed by Principal Component Analysis (PCA). The data integration was performed by PCA embeddings using *Harmony*^74^. The corrplot R function was used to measure the correlation between the two biological replicates. Differentially expressed genes (DEGs) were identified by ‘*FindAllMarkers*’ function using the Wilcox Rank Sum test.

### Cell lineage trajectory, gene scoring and gene ontology analysis

Trajectory analysis was performed using Monocle^35^. We used the top 2000 genes to order cells in pseudotime trajectory by Monocle and the cells having lower than 200 transcripts were removed from further analysis. The DDRTree package was employed to construct the trajectories. To determine the collective enrichment of a set of genes in different populations, the AddModuleScore function in the Seurat R package was used. For pathway analysis, DEGs were identified by Seurat’s ‘FindMarkers’ function using the Wilcox Rank Sum test (FC > 1.3). Further enrichment analysis and plotting were performed as previously described^27^.

### Heatmap of differentially expressed genes (DEGs) using raw counts

First, DEGs were identified using *FindMarkers* function of *Seurat*. Next, to obtain the expression value for each gene in all populations, the raw counts for the DEGs were extracted using the *FetchData* function. Of 205 genes (FC > 1.5) 6 showed 0 values in at least one population, whereas the corresponding population in the other stage showed a very low expression level relative to other populations. Thus ‘0’ was replaced with the low ‘background’ value from the corresponding population at the other stage. This way, these genes with very low expression levels in some populations appear ‘unchanged’ from telogen to anagen, thus eliminating the possibility that small fluctuations in background expression are assigned a ‘changed’ value. The *Xist* gene showed 0 values in more than one population but did not display an obvious background value in the corresponding population at the other stage, and thus they were not analyzed further. The same method was applied to the gene set of 784 genes (FC > 1.3), where 18 showed 0 values in at least one population.

### RNA isolation and real-time quantitative RT-PCR

FACS sorting of VE-cadherin^+^ cells was performed as described above. Sorted cells were directly collected in TRIzol LS (ThermoFisher) for total RNA isolation, and c-DNA synthesis was performed using Superscript III (Invitrogen) following manufactures instructions. The primer sequences are provided in Supplementary Data 7.

### Statistics and reproducibility

Data comparisons between two groups was performed using the two-tailed Student’s t-test. For multiple comparisons, we used two-way ANOVA followed by Tukey’s test. We used GraphPad Prism (Prism 9) for statistical calculations and analyses. Statistical significance was indicated in all experiments by *p* value. No statistical method was used to predetermine the sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE211381. Source data are provided with this paper.

## References

[1] Vestweber D (2008). VE-cadherin: the major endothelial adhesion molecule controlling cellular junctions and blood vessel formation. Arterioscler Thromb. Vasc. Biol..

[2] Giannotta M, Trani M, Dejana E (2013). VE-Cadherin and Endothelial Adherens Junctions: Active Guardians of Vascular Integrity. Dev. Cell.

[3] Lagendijk, A. K. & Hogan, B. M. Chapter Ten - VE-cadherin in Vascular Development: A Coordinator of Cell Signaling and Tissue Morphogenesis. In: *Current Topics in Developmental Biology* (ed Yap AS). Academic Press (2015).10.1016/bs.ctdb.2014.11.02425733145

[4] Carmeliet P (1999). Targeted Deficiency or Cytosolic Truncation of the VE-cadherin Gene in Mice Impairs VEGF-Mediated Endothelial Survival and Angiogenesis. Cell.

[5] Corada M (1999). Vascular endothelial-cadherin is an important determinant of microvascular integrity in vivo. Proc. Natl Acad. Sci. USA.

[6] Matsuyoshi N (1997). In vivo evidence of the critical role of cadherin-5 in murine vascular integrity. Proc. Assoc. Am. Physicians.

[7] Delgado-Bellido D, Serrano-Saenz S, Fernández-Cortés M, Oliver FJ (2017). Vasculogenic mimicry signaling revisited: focus on non-vascular VE-cadherin. Mol. Cancer.

[8] Jambusaria A (2020). Endothelial heterogeneity across distinct vascular beds during homeostasis and inflammation. eLife.

[9] Kalucka J (2020). Single-Cell Transcriptome Atlas of Murine Endothelial Cells. Cell.

[10] Marcu R (2018). Human Organ-Specific Endothelial Cell Heterogeneity. iScience.

[11] Lukowski SW (2019). Single-Cell Transcriptional Profiling of Aortic Endothelium Identifies a Hierarchy from Endovascular Progenitors to Differentiated Cells. Cell Rep..

[12] Donovan P (2019). Endovascular progenitors infiltrate melanomas and differentiate towards a variety of vascular beds promoting tumor metastasis. Nat. Commun..

[13] Patel J (2017). Functional Definition of Progenitors Versus Mature Endothelial Cells Reveals Key SoxF-Dependent Differentiation Process. Circulation.

[14] Hsu, Y. C. & Fuchs, E. Building and Maintaining the Skin. *Cold Spring Harb Perspect Biol.***14**, a040840 (2022).10.1101/cshperspect.a040840PMC897740134607830

[15] Li KN, Tumbar T (2021). Hair follicle stem cells as a skin-organizing signaling center during adult homeostasis. Embo j..

[16] Li, K. N., Chovatiya, G., Ko, D. Y., Sureshbabu, S. & Tumbar, T. Blood endothelial ALK1-BMP4 signaling axis regulates adult hair follicle stem cell activation. *EMBO J.***42**, e112196 (2023).10.15252/embj.2022112196PMC1018382336994549

[17] Peng J, Chen H, Zhang B (2022). Nerve-stem cell crosstalk in skin regeneration and diseases. Trends Mol. Med.

[18] Li, K. N. et al. Skin vasculature and hair follicle cross-talking associated with stem cell activation and tissue homeostasis. *Elife*. **8**, e45977 (2019).10.7554/eLife.45977PMC668426731343406

[19] Mecklenburg L (2000). Active Hair Growth (Anagen) is Associated with Angiogenesis. J. Invest. Dermatol..

[20] Yano K, Brown LF, Detmar M (2001). Control of hair growth and follicle size by VEGF-mediated angiogenesis. J. Clin. Invest.

[21] Müller-Röver S (2001). A Comprehensive Guide for the Accurate Classification of Murine Hair Follicles in Distinct Hair Cycle Stages. J. Invest. Dermatol..

[22] Goldstein J, Horsley V (2012). Home sweet home: skin stem cell niches. Cell. Mol. life Sci.: CMLS.

[23] Gur-Cohen S (2019). Stem cell-driven lymphatic remodeling coordinates tissue regeneration. Science.

[24] Peña-Jimenez D (2019). Lymphatic vessels interact dynamically with the hair follicle stem cell niche during skin regeneration in vivo. Embo j..

[25] Sörensen I, Adams RH, Gossler A (2009). DLL1-mediated Notch activation regulates endothelial identity in mouse fetal arteries. Blood.

[26] Madisen L (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nat. Neurosci..

[27] Chovatiya G, Ghuwalewala S, Walter LD, Cosgrove BD, Tumbar T (2021). High-resolution single-cell transcriptomics reveals heterogeneity of self-renewing hair follicle stem cells. Exp. Dermatol.

[28] Chavkin, N. W. & Hirschi, K. K. Single Cell Analysis in Vascular Biology. *Front Cardiovasc Med.***7**, 42 (2020).10.3389/fcvm.2020.00042PMC713775732296715

[29] Rocha SF, Adams RH (2009). Molecular differentiation and specialization of vascular beds. Angiogenesis.

[30] Goveia J (2020). An Integrated Gene Expression Landscape Profiling Approach to Identify Lung Tumor Endothelial Cell Heterogeneity and Angiogenic Candidates. Cancer Cell.

[31] Michel M (1996). Keratin 19 as a biochemical marker of skin stem cells in vivo and in vitro: keratin 19 expressing cells are differentially localized in function of anatomic sites, and their number varies with donor age and culture stage. J. Cell Sci..

[32] Mi H (2020). PANTHER version 16: a revised family classification, tree-based classification tool, enhancer regions and extensive API. Nucleic Acids Res..

[33] Subramanian A (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci..

[34] Brulois K (2020). A molecular map of murine lymph node blood vascular endothelium at single cell resolution. Nat. Commun..

[35] Trapnell C (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol..

[36] Means AL, Xu Y, Zhao A, Ray KC, Gu G (2008). A CK19CreERT knockin mouse line allows for conditional DNA recombination in epithelial cells in multiple endodermal organs. genesis.

[37] Gerber D (2021). Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT). eLife.

[38] Chen, B., Banton, M. C., Singh, L., Parkinson, D. B. & Dun, X.-P. Single Cell Transcriptome Data Analysis Defines the Heterogeneity of Peripheral Nerve Cells in Homeostasis and Regeneration. *Front Cell Neurosci.***15**, 624826 (2021).10.3389/fncel.2021.624826PMC801992133828460

[39] Petrova ES, Kolos EA (2022). Current Views on Perineurial Cells: Unique Origin, Structure, Functions. J. Evolut. Biochem. Physiol..

[40] Carr MJ (2019). Mesenchymal Precursor Cells in Adult Nerves Contribute to Mammalian Tissue Repair and Regeneration. Cell Stem Cell.

[41] Smith ME, Jones TA, Hilton D (1998). Vascular endothelial cadherin is expressed by perineurial cells of peripheral nerve. Histopathology.

[42] Jaakkola S, Peltonen J, Uitto JJ (1989). Perineurial cells coexpress genes encoding interstitial collagens and basement membrane zone components. J. Cell Biol..

[43] Piña-Oviedo S, Ortiz-Hidalgo C (2008). The Normal and Neoplastic Perineurium: A Review. Adv. Anat. Pathol..

[44] Botchkarev VA, Eichmüller S, Johansson O, Paus R (1997). Hair cycle-dependent plasticity of skin and hair follicle innervation in normal murine skin. J. Comp. Neurol..

[45] Botchkarev VA, Peters EM, Botchkareva NV, Maurer M, Paus R (1999). Hair cycle-dependent changes in adrenergic skin innervation, and hair growth modulation by adrenergic drugs. J. Invest Dermatol.

[46] Rudini N (2008). VE-cadherin is a critical endothelial regulator of TGF-beta signalling. Embo j..

[47] Seki T, Yun J, Oh SP (2003). Arterial Endothelium-Specific Activin Receptor-Like Kinase 1 Expression Suggests Its Role in Arterialization and Vascular Remodeling. Circulation Res..

[48] Oh SP (2000). Activin receptor-like kinase 1 modulates transforming growth factor-β1 signaling in the regulation of angiogenesis. Proc. Natl Acad. Sci..

[49] Harris ES, Nelson WJ (2010). VE-cadherin: at the front, center, and sides of endothelial cell organization and function. Curr. Opin. Cell Biol..

[50] Duong CN, Vestweber D (2020). Mechanisms Ensuring Endothelial Junction Integrity Beyond VE-Cadherin. Front Physiol..

[51] Gavard J (2013). Endothelial permeability and VE-cadherin: a wacky comradeship. Cell Adh Migr..

[52] Orsenigo F (2012). Phosphorylation of VE-cadherin is modulated by haemodynamic forces and contributes to the regulation of vascular permeability in vivo. Nat. Commun..

[53] Liu Q, Wang X, Yi S (2018). Pathophysiological Changes of Physical Barriers of Peripheral Nerves After Injury. Front Neurosci..

[54] Liu, J. A., Yu, J., Cheung, C. W. Immune Actions on the Peripheral Nervous System in Pain. *Int J Mol Sci.***22**, 1448 (2021).10.3390/ijms22031448PMC786718333535595

[55] Muñoz-Félix JM, Perretta-Tejedor N, Eleno N, López-Novoa JM, Martínez-Salgado C (2014). ALK1 heterozygosity increases extracellular matrix protein expression, proliferation and migration in fibroblasts. Biochim Biophys. Acta.

[56] Finnson KW, Parker WL, ten Dijke P, Thorikay M, Philip A (2008). ALK1 Opposes ALK5/Smad3 Signaling and Expression of Extracellular Matrix Components in Human Chondrocytes. J. Bone Miner. Res..

[57] Akla N (2018). BMP9 (Bone Morphogenetic Protein-9)/Alk1 (Activin-Like Kinase Receptor Type I) Signaling Prevents Hyperglycemia-Induced Vascular Permeability. Arterioscler Thromb. Vasc. Biol..

[58] Ribatti D, Guidolin D (2022). Morphogenesis of vascular and neuronal networks and the relationships between their remodeling processes. Brain Res Bull..

[59] Carmeliet P (2003). Angiogenesis in health and disease. Nat. Med.

[60] Rogers PA, Gargett CE (1998). Endometrial angiogenesis. Angiogenesis.

[61] Prior BM, Lloyd PG, Yang HT, Terjung RL (2003). Exercise-Induced Vascular Remodeling. Exerc. Sport Sci. Rev..

[62] Bernier-Latmani J (2015). DLL4 promotes continuous adult intestinal lacteal regeneration and dietary fat transport. J. Clin. Invest.

[63] Stritt S, Koltowska K, Mäkinen T (2021). Homeostatic maintenance of the lymphatic vasculature. Trends Mol. Med.

[64] Connor AL, Kelley PM, Tempero RM (2016). Invariant asymmetry renews the lymphatic vasculature during homeostasis. J. Transl. Med.

[65] Breslin JW (2018). Lymphatic Vessel Network Structure and Physiology. Compr. Physiol..

[66] Santamaría, R., González-Álvarez, M., Delgado, R., Esteban, S. & Arroyo, A. G. Remodeling of the Microvasculature: May the Blood Flow Be With You. *Front Physiol.***11**, 586852 (2020).10.3389/fphys.2020.586852PMC759376733178049

[67] Randall MJ, Jungel A, Rimann M, Wuertz-Kozak K (2018). Advances in the Biofabrication of 3D Skin in vitro: Healthy and Pathological Models. Front Bioeng. Biotechnol..

[68] Ruiz-Llorente L (2017). Endoglin and alk1 as therapeutic targets for hereditary hemorrhagic telangiectasia. Expert Opin. Therapeutic Targets.

[69] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[70] Preibisch S, Saalfeld S, Tomancak P (2009). Globally optimal stitching of tiled 3D microscopic image acquisitions. Bioinformatics.

[71] Tumbar T (2004). Defining the epithelial stem cell niche in skin. Science.

[72] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[73] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[74] Korsunsky I (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

# Supplementary material for: Alk1 acts in non-endothelial VE-cadherin+ perineurial cells to maintain nerve branching during hair homeostasis
**Source:** Nat Commun. 2023 Sep 12;14:5623. doi: 10.1038/s41467-023-40761-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **Alk1 acts in non-endothelial VE-cadherin<sup>+</sup> perineurial cells to maintain nerve branching during hair homeostasis**

Gopal Chovatiya<sup>1</sup>, Kefei Nina Li<sup>1</sup>, Jonathan Li<sup>1</sup>, Sangeeta Ghuwalewala<sup>1</sup> and Tudorita Tumber<sup>1,\*</sup>

Supplemental Figures

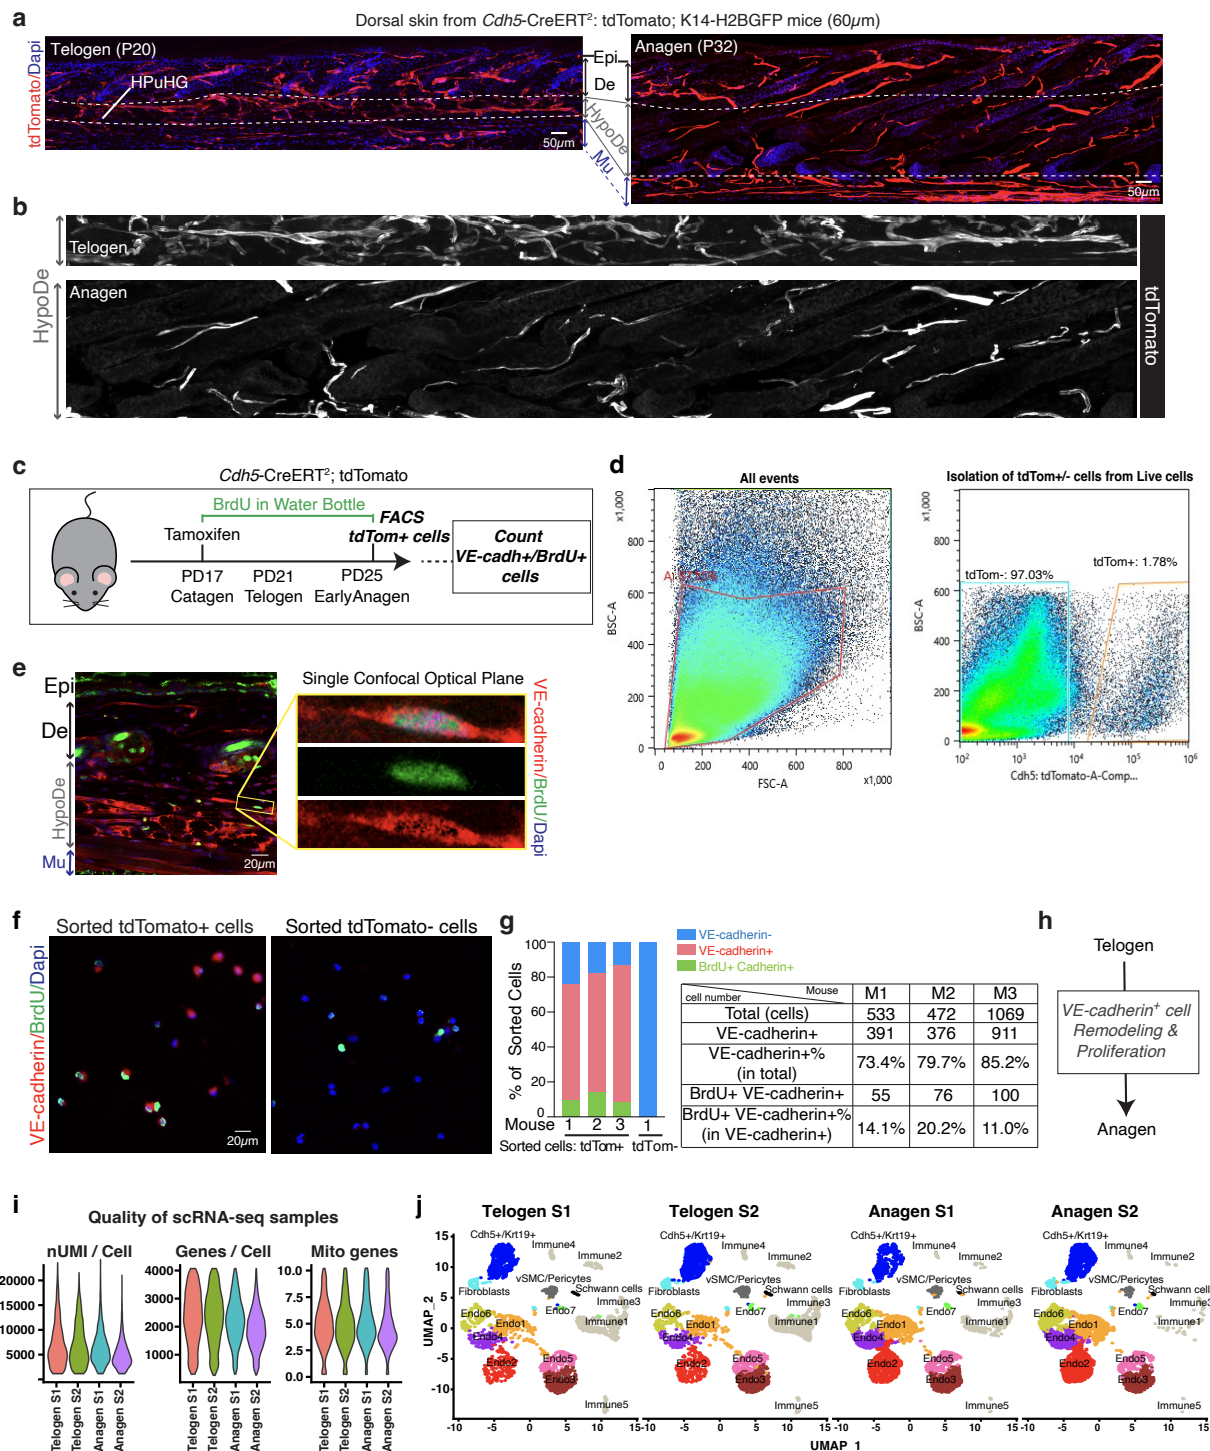

Supplementary Fig. 1, related to Fig. 1. Proliferation of VE-cadherin<sup>+</sup> cells *in vivo* and their FACS isolation for scRNA-seq analysis.

**a** Maximal projections of confocal stack images showing 60μm dorsal skin sections at telogen and anagen from *Cdh5*-CreERT<sup>2</sup>; tdTomato (red); *Krt14*-H2BGFP mice (green channel not shown).

HPuHG area is circled in a white dotted line. Scale bar 50 $\mu$ m. HypoDe, hypodermis; Mu, muscle; De, dermis, Epi, epidermis. ( $n = 3$  biologically independent samples). **b** Single channel image (tdTomato) of cropped HPuHG region from (a). Note dispersion of HPuHG in the hypodermis area (HypoDe) area. **c** Schematic for tamoxifen induction and sample collection for BrdU-pulse experiment. **d** Gating strategy for isolation of tdTomato<sup>+</sup> cells from *Cdh5*-CreERT<sup>2</sup>; tdTomato mice for BrdU incorporation assay *in vivo*. **e** Confocal single optical plane of 30 $\mu$ m thick skin sections from BrdU-pulsed mice stained for VE-cadherin (red), BrdU (green) and Dapi (blue). Enlarged cropped images on the right show BrdU in VE-cadherin<sup>+</sup> cell. ( $n = 3$  biologically independent samples). **f** Sorted tdTomato-positive and tdTomato-negative cells stained with VE-cadherin (red), BrdU (green) and Dapi (blue). **g** Quantification for VE-cadherin and BrdU stainings co-localization in sorted cells from panel (f).  $n=3$  mice. **h** Summary showing tdTomato<sup>+</sup> cells undergo remodeling and proliferation from telogen to anagen transition *in vivo*. **i** Quality of selected cells from two mouse replicates per stage that were used for the scRNA-seq analysis, nUMI/Cell - Unique Molecular Identifiers detected per cell, Genes/Cell - number of genes detected per cell, and Mito genes – a percentage of mitochondrial genes per cell, S – sample. **j** First-level UMAP clustering identified a total of 16 populations in both replicates S1 and S2 at each stage (the combined UMAP was split by sample). Source data are provided as a Source Data file.

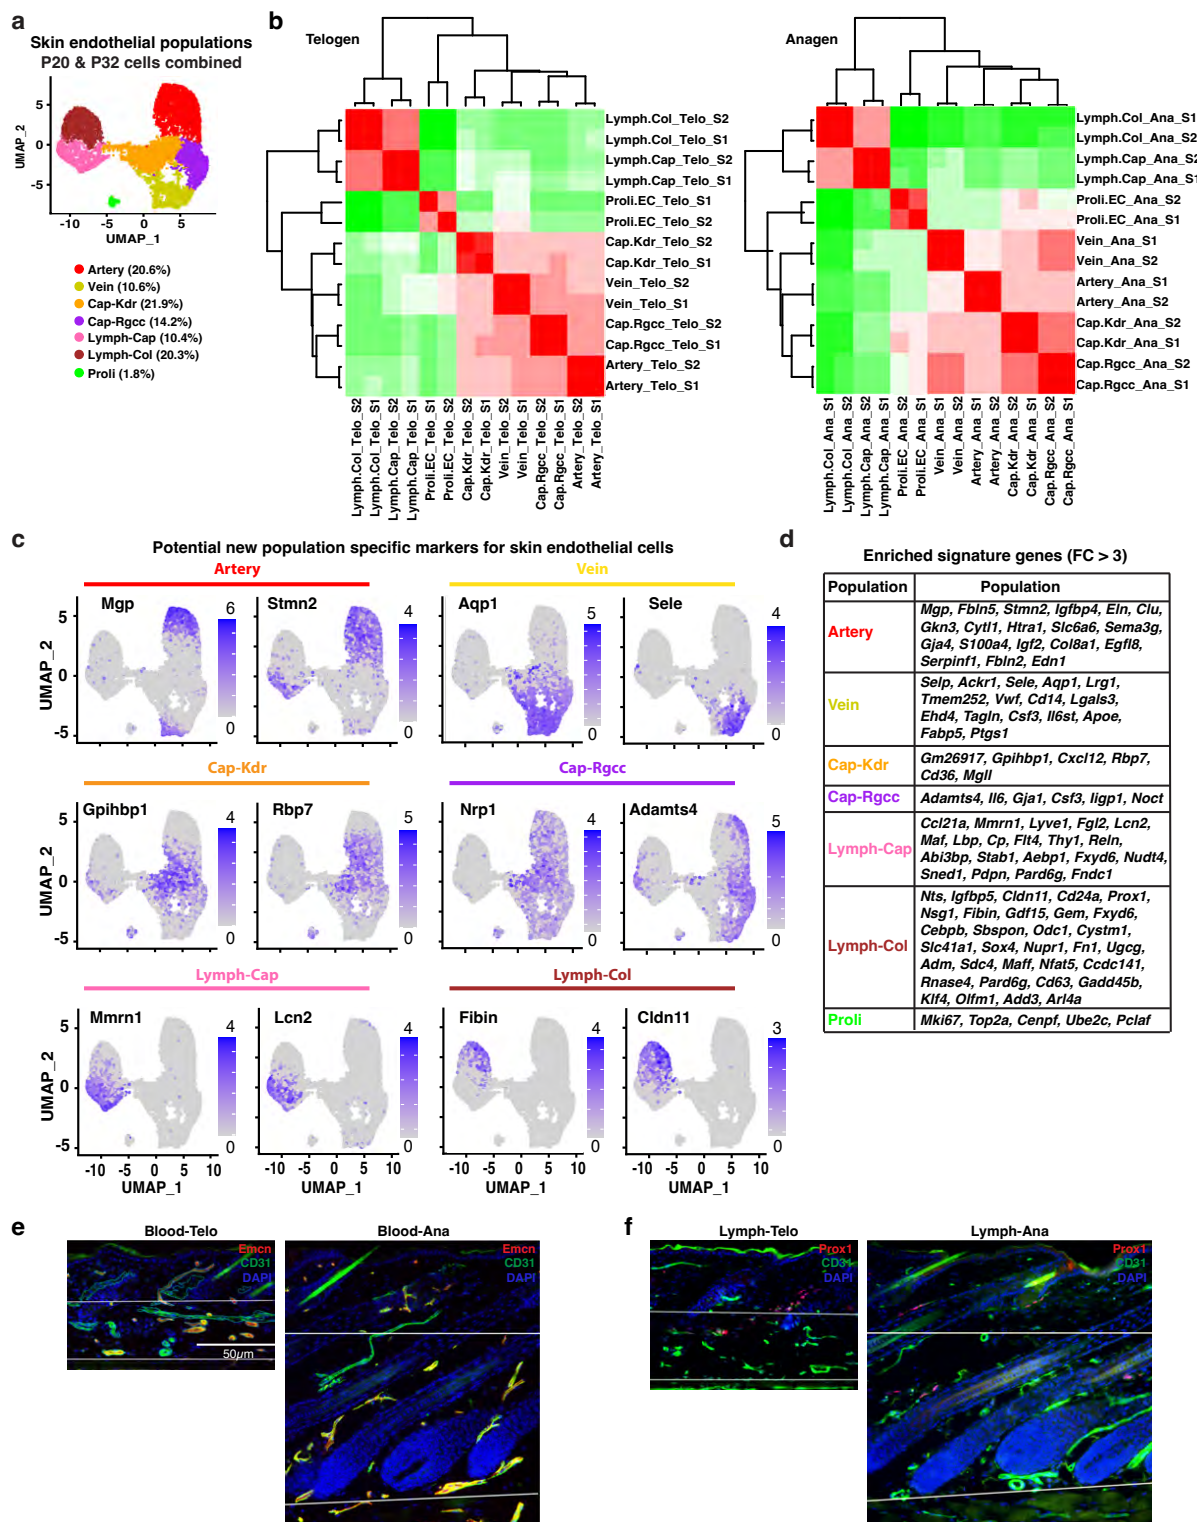

**Supplementary Fig. 2, related to Fig. 1 and 2. Decoding identity of single cell populations and counting of blood and lymphatic ECs *in vivo*.**

**a** UMAP plot showing 7 endothelial populations after computationally removing the non-ECs followed by re-clustering (all four samples combined before generating UMAP plot). **b** Comparison of gene expression matrix from two replicates for all 7 endothelial populations that

showed a high correlation between samples at each stage. **c** Feature plots showing expression and distribution of selected signature genes for each endothelial population. **d** Table for top upregulated signature genes for each population. (FC>3). **e, f** Immunofluorescence staining images of 8µm thin skin section from PD20 (telogen) and PD32 (anagen) mice stained with either Endomucin (EMCN, red), CD31 (green) and Dapi (blue) (e) or Prox1 (red), CD31 (green) and Dapi (blue) (f). The whole skin was divided into dermis and hypodermis by a white line and the stained structures were encircled for nuclei counting purpose, as represented in Blood-Telo image. Scale bar 50µm. ( $n = 3$  biologically independent samples).

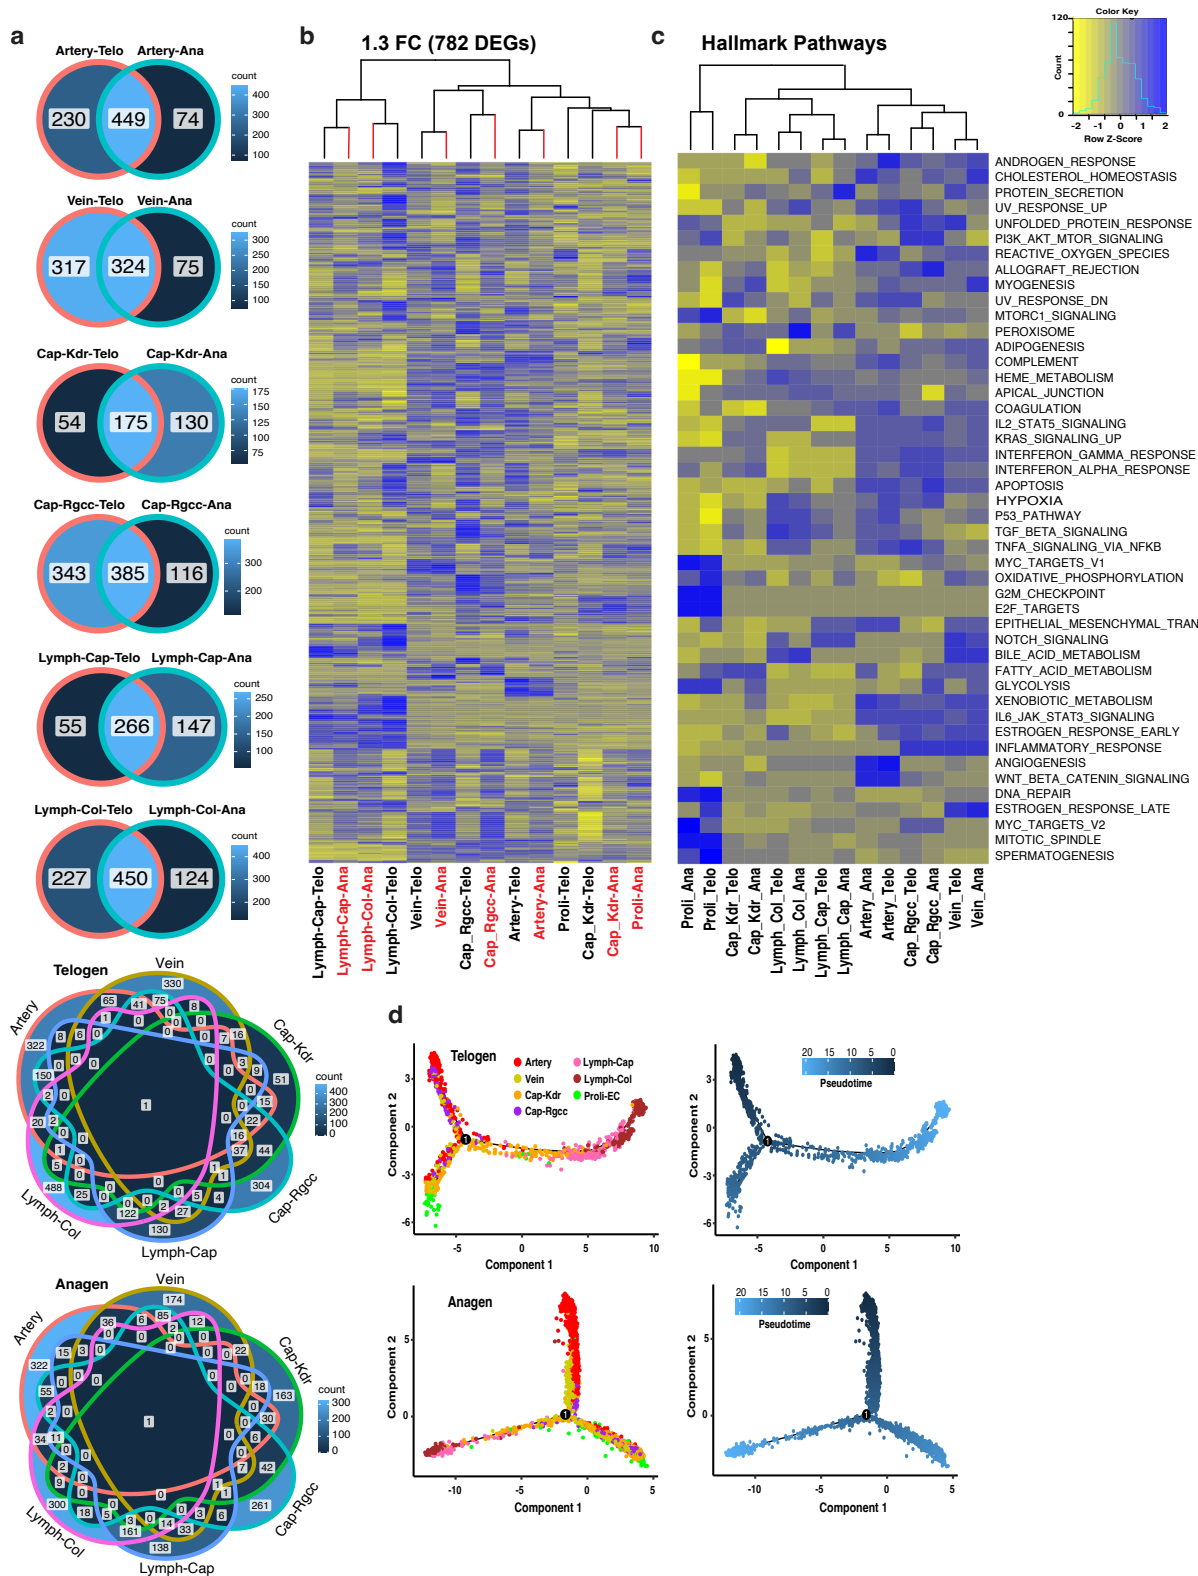

six plots show individual populations at two stages; last two plots show all populations at each stage. **b** Heatmap clustering of 782 DEGs (FC>1.3) showing population clustering and extent of gene expression changes between two stages (Raw values of DEGs in each population were extracted using *FetchData* function). **c** Raw hallmark pathway analysis using all detected genes at both stages. The enrichment score was compared using the heatmap2 function in R. **d** Single-cell transcriptome trajectory reconstruction of EC populations using Monocle2 to predict lineage transition path. Pseudotime coloring indicates ground state in dark blue, corresponding to artery. Source data are provided as a Source Data file.

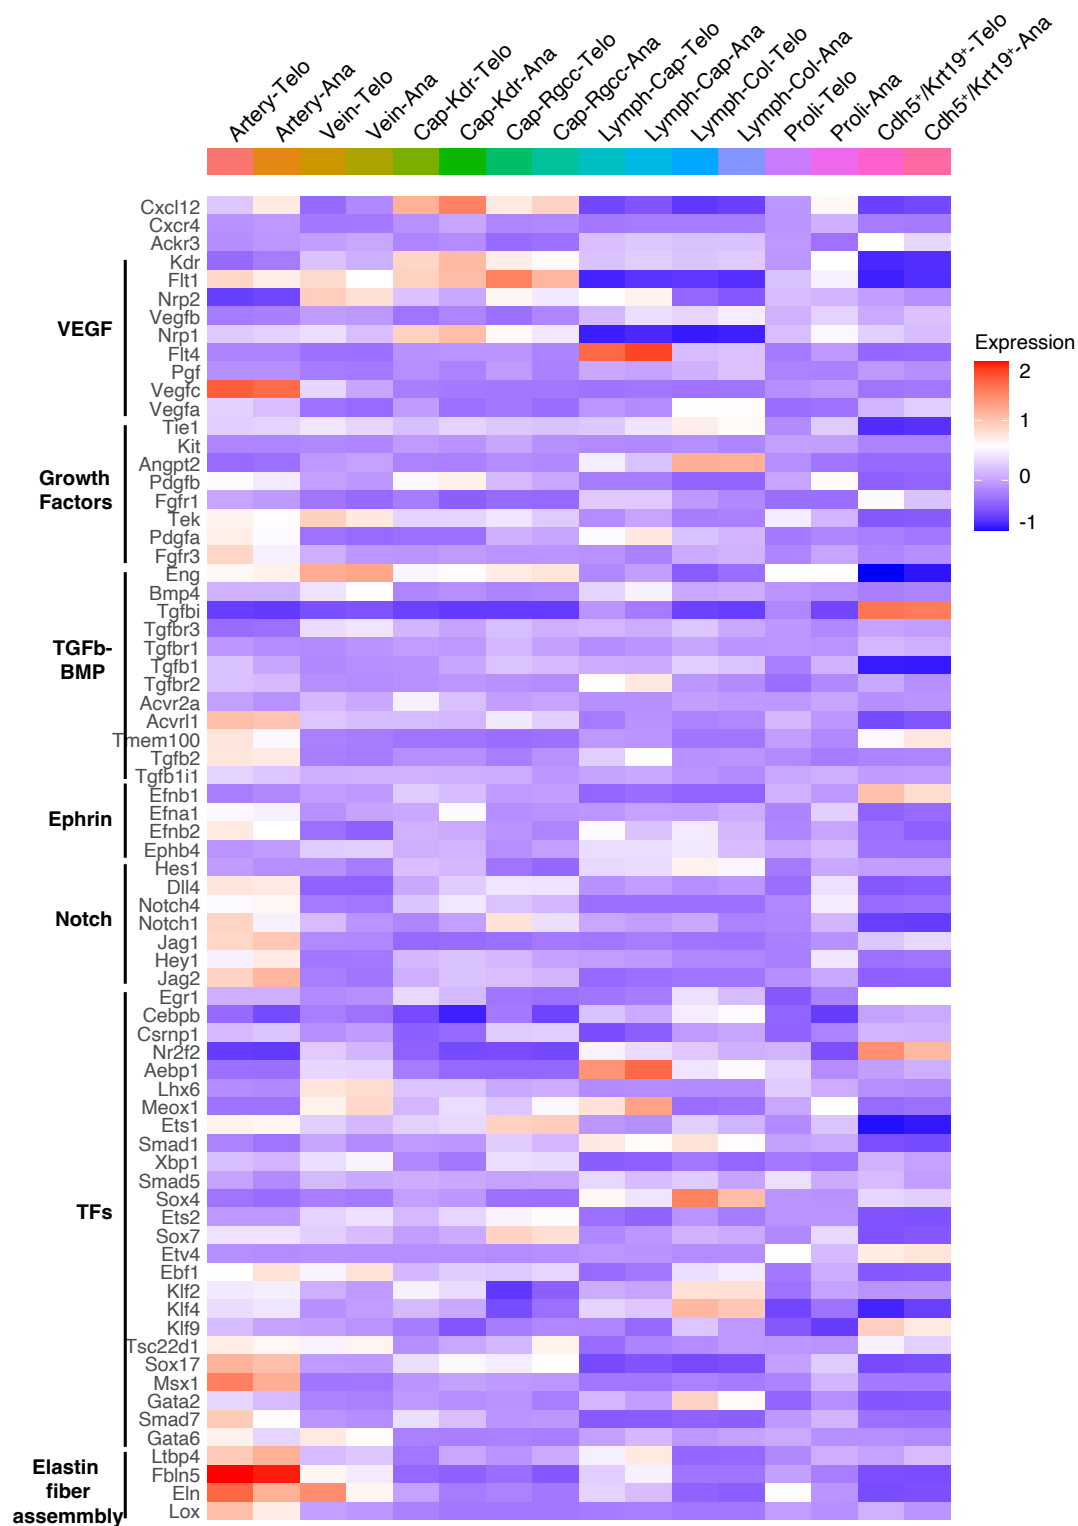

**Supplementary Fig. 4, related to Fig. 2. Expression of angiogenesis-related factors in skin EC populations.**

Heatmap showing expression of various gene classes known to be involved in angiogenesis. The gene list was extracted from Brulois *et al.*, 2020<sup>1</sup>.

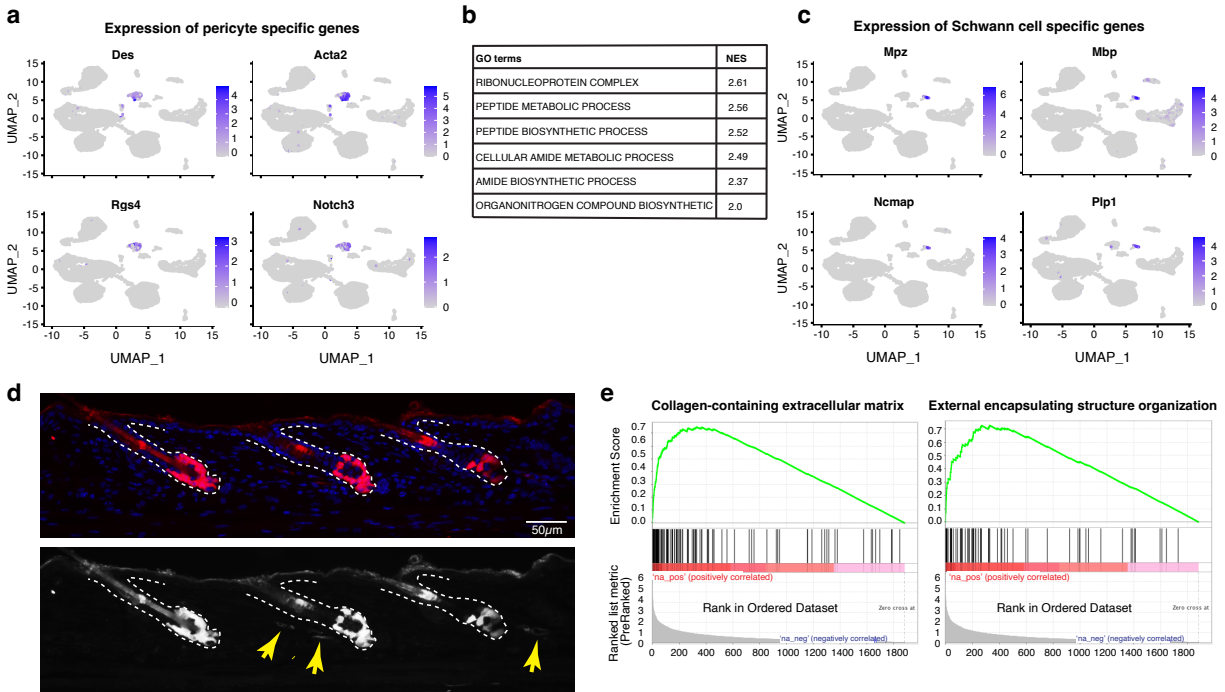

**Supplementary Fig. 5, related to Fig. 3. Characterization of VE-cadherin expressing non-EC populations.**

**a** UMAP plots showing selective expression of pericyte-specific genes *Des*, *Acta2*, *Rgs4* and *Notch3*. **b** Table showing Normalized Enrichment Score (NES) for top GO categories for pericytes enriched at anagen. DEGs at anagen (FC>1.3) was used for GO-term analysis. **c** UMAP plots for the schwann cell-specific genes *Mpz*, *Mbp*, *Ncmamp* and *Plp1*. **d** Immunofluorescence images showing labeling efficiency in and outside hair follicles using *Krt19*-CreERT;tdTomato mice. ( $n=4$  biologically independent samples). **e** Gene Set Enrichment Analysis (GSEA) for *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population using all detected genes highlighting enrichment for collagen-containing extracellular matrix, encapsulation, integrin binding and adhesion-associated functions indicative of a strong mesenchymal phenotype.

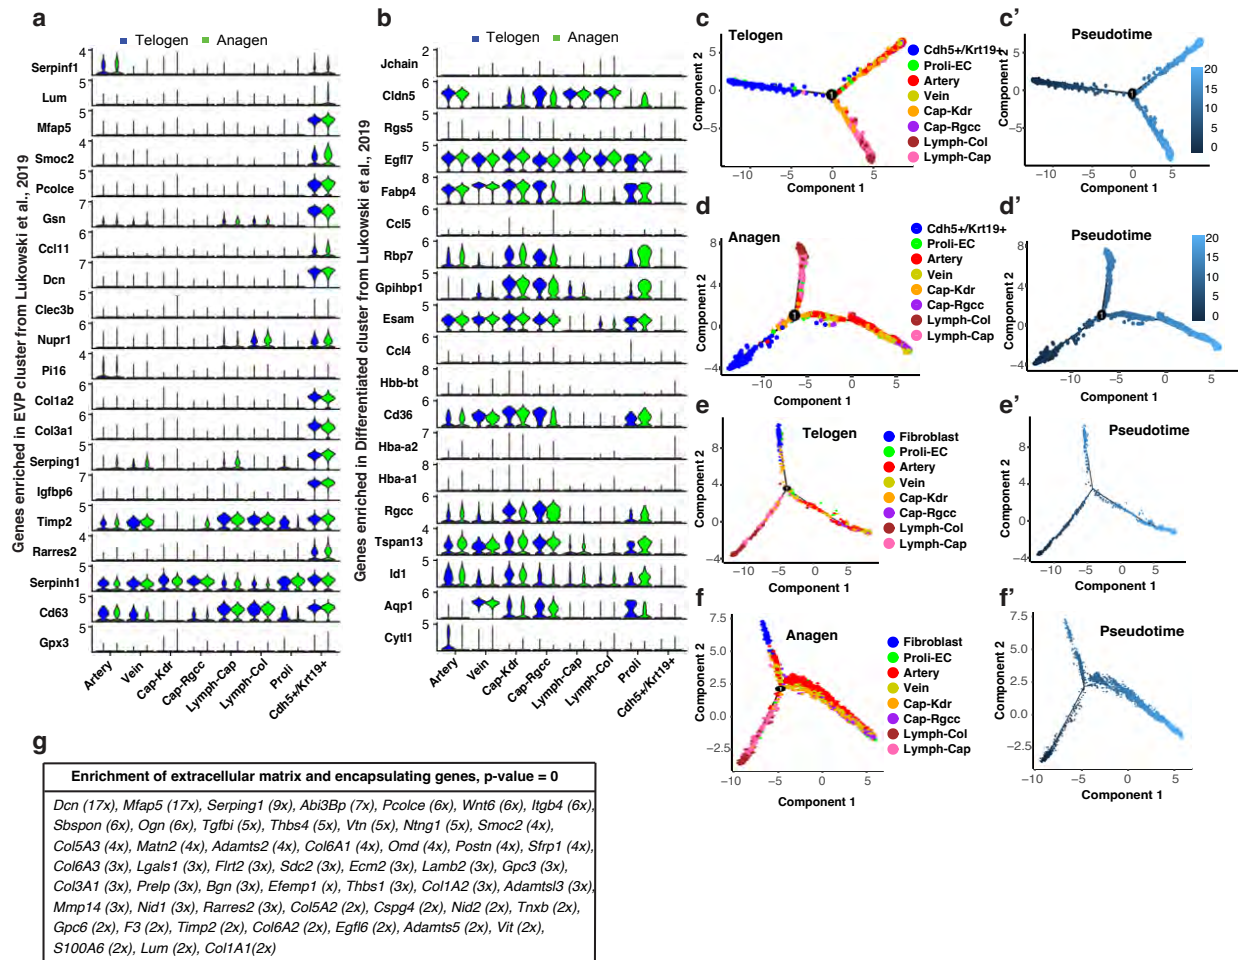

**Supplementary Fig. 6, related to Fig. 4. scRNA-seq analysis testing the *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population as a putative endovascular progenitor (EVP).**

**a** Violin plots showing expression of top 20 endovascular progenitors (EVP) genes from Lukowski *et al.*, 2019<sup>2</sup> in all 7 EC populations with *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population. **b** Violin plots showing expression of top 20 differentiated (D) population's genes from Lukowski *et al.*, 2019<sup>2</sup> in all 7 EC populations with *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population. **c-d'** Single-cell trajectory reconstruction of EC populations with *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population using Monocle placed *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population at ground state at both the stages, but not the control fibroblast population, as shown in **e-f'**. **g** Table of enriched genes in *Cdh5*<sup>+</sup>/*Krt19*<sup>+</sup> population that are known to be associated with ECM and encapsulation functions.

**a**

**Details of FACS sorted cells used for qRT-PCR in Fig.7**

| Genotype | Sex | PD at tamoxifen injected | PD at mice was Sacrificed | # of tdT+ cells sorted | RNA quality (RIN) |
|----------|-----|--------------------------|---------------------------|------------------------|-------------------|
| CT-1     | F   | PD17                     | PD20                      | 55K                    | 7.7               |
| CT-2     | F   | PD17                     | PD20                      | 45K                    | 8.4               |
| CT-3     | M   | PD17                     | PD20                      | 46K                    | 7.4               |
| Alk1KO-1 | F   | PD17                     | PD20                      | 57K                    | 7.6               |
| Alk1KO-2 | F   | PD17                     | PD20                      | 32K                    | 8.3               |
| Alk1KO-3 | M   | PD17                     | PD20                      | 33K                    | 9.4               |

**b**

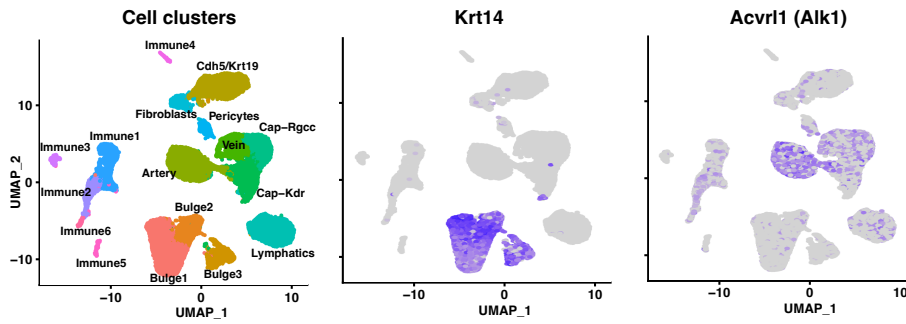

**c**

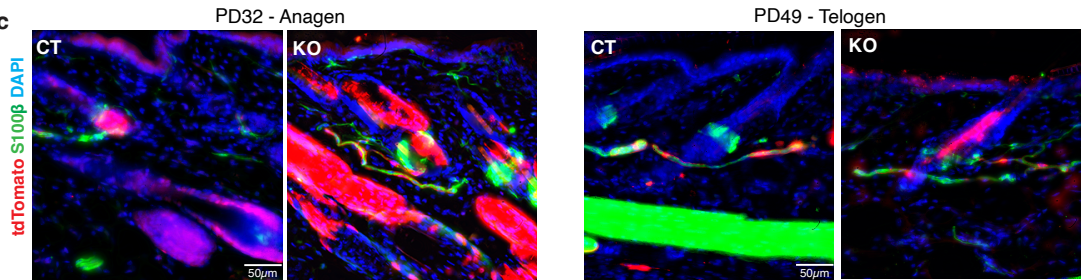

**d**

**High correlation between S100β and NF staining pattern in skin tissue section**

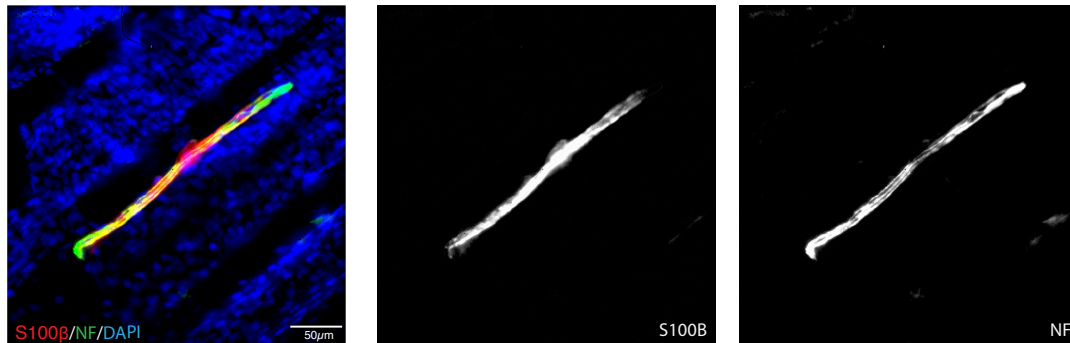

**Supplementary Fig. 7, related to Fig. 7 and Fig. 8. Role of Alk1 in regulation of perineurial cell functions.**

**a** Details of tdTomato<sup>+</sup> cell sorting from *Cdh5*-CreERT<sup>2</sup>;tdTomato x Alk1<sup>fl/fl</sup> mice and RNA integrity values (RIN) of samples used for real-time PCR. **b** Data used to generate feature plots integrated the VE-cadherin (this study) and our HF bulge data from Chovatiya *et al.*, 2021<sup>3</sup>. **c** Raw confocal Z-stack maximum projections illustrate expected anagen and telogen morphologies in mice from both CT (*Krt19*-CreERT;tdTomato) and KO (*Krt19*-CreERT;tdTomato x Alk1<sup>fl/fl</sup>, TM induced at PD17) genotypes. Scale bar 50μm. (*n* = 2 biologically independent samples). **d**

Immunofluorescence staining showing high co-localization between S100 $\beta$  and NF in skin tissue sections. Scale bar 50 $\mu$ m. ( $n = 3$  biologically independent samples).

**Supplementary Table 1 - Classification of differentially expressed genes in Alk1 KO perineurial cells into different functional categories.**

| Alk1KO/CT ( $\Delta > 3x$ ) in <i>Cdh5<sup>+</sup>/Krt19<sup>+</sup></i> cluster | Upregulated (20 genes)                                                                                                                                                              |                                                                                                                                                   | Downregulated (33 genes)                                                                                                                                                                                               |                                                                                                                 |                                                                                                                                                                                                |
|----------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                  | Biosynthesis & Growth (11)                                                                                                                                                          | Others (9)                                                                                                                                        | ECM associated (14)                                                                                                                                                                                                    | Cytoskeleton & structural (7)                                                                                   | Protein process. & signalling (12)                                                                                                                                                             |
|                                                                                  | <i>Ccn2</i><br><i>Lars2</i><br><i>Cyp2d22</i><br><i>Rps27</i><br><i>Rps27rt</i><br><i>Igfbp4</i><br><i>Hist1h1c</i><br><i>Cyp27a1</i><br><i>Glul</i><br><i>Rpl9</i><br><i>Rps28</i> | <i>Apod</i><br><i>Tsc22d3</i><br><i>Fmo2</i><br><i>Gm20594</i><br><i>Pnpla2</i><br><i>Tns1</i><br><i>Txnip</i><br><i>Xist</i><br><i>Trp53inp1</i> | <i>Lgals1</i><br><i>Col1a1</i><br><i>Col3a1</i><br><i>Serpinh1</i><br><i>Postn</i><br><i>Fstl1</i><br><i>Pcolce</i><br><i>Col1a2</i><br><i>Vtn</i><br><i>Abi3bp</i><br><i>Ppib, Ppic</i><br><i>Fn1</i><br><i>Sparc</i> | <i>Marcks</i><br><i>Emp3</i><br><i>Tmsb4x</i><br><i>Krt19</i><br><i>Tuba1a</i><br><i>S100a10</i><br><i>Rala</i> | <i>Lypd2</i><br><i>Nme2</i><br><i>Igfbp5</i><br><i>Sec61b</i><br><i>Maged2</i><br><i>Ostc</i><br><i>Ccl11</i><br><i>Pdia6</i><br><i>Calm1</i><br><i>Sbspon</i><br><i>Anxa2</i><br><i>Serf2</i> |

## References:

1. Brulois K, *et al.* A molecular map of murine lymph node blood vascular endothelium at single cell resolution. *Nature Communications* **11**, 3798 (2020).
2. Lukowski SW, *et al.* Single-Cell Transcriptional Profiling of Aortic Endothelium Identifies a Hierarchy from Endovascular Progenitors to Differentiated Cells. *Cell Rep* **27**, 2748-2758 e2743 (2019).
3. Chovatiya G, Ghuwalewala S, Walter LD, Cosgrove BD, Tumber T. High-resolution single-cell transcriptomics reveals heterogeneity of self-renewing hair follicle stem cells. *Exp Dermatol* **30**, 457-471 (2021).

# Supplementary material for: Alk1 acts in non-endothelial VE-cadherin+ perineurial cells to maintain nerve branching during hair homeostasis
**Source:** Nat Commun. 2023 Sep 12;14:5623. doi: 10.1038/s41467-023-40761-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Data Files**

### **Supplementary Data 1**

#### **First-level differentially expressed genes between all identified cell populations**

Statistics is based on a non-parametric Wilcoxon rank sum test performed by the Seurat package

### **Supplementary Data 2**

#### **Differentially expressed genes between endothelial cell populations at telogen and anagen**

Statistics is based on a non-parametric Wilcoxon rank sum test performed by the Seurat package

### **Supplementary Data 3**

#### **Differentially expressed genes between anagen and telogen for all endothelial cell populations**

### **Supplementary Data 4**

#### **Enrichment scores for hallmark pathways for all endothelial cell populations at telogen and anagen**

### **Supplementary Data 5**

#### **Differentially expressed genes for Schwann cell population between anagen and telogen**

Statistics is based on a non-parametric Wilcoxon rank sum test performed by the Seurat package

### **Supplementary Data 6**

#### **Differentially expressed genes for Cdh5<sup>+</sup>/Krt19<sup>+</sup> cell population between KO vs CT**

Statistics is based on a non-parametric Wilcoxon rank sum test performed by the Seurat package

### **Supplementary Data 7**

#### **qPCR primers sequences for genes analyzed in Fig. 7h**

# Supplementary material for: Alk1 acts in non-endothelial VE-cadherin+ perineurial cells to maintain nerve branching during hair homeostasis
**Source:** Nat Commun. 2023 Sep 12;14:5623. doi: 10.1038/s41467-023-40761-5
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data collection methods were thoroughly described in the Methods section.

Briefly, following softwares were used for data collection in this study.

- 1) BD FACSDiva™ Software (BD Biosciences)
- 2) Cell Ranger (v6.0) - <https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/6.0/installation>
- 3) Microsoft office (2019)
- 4) LAS X (Leica Microsystems)
- 5) ZEN v3.0 (Carl Zeiss)

## Data analysis

- 1) FlowJo™ Software, v10.5.0 (BD Biosciences)
- 2) Seurat (v4.0) - <https://cloud.r-project.org/web/packages/Seurat/index.html>
- 3) Harmony (v0.1.1) for single cell RNA-seq data integration
- 4) Monocle and Monocle 3 for trajectory analysis - <https://cole-trapnell-lab.github.io/monocle3/>
- 5) ImageJ2 (v2.3.0) for images stitching and analysis
- 6) GraphPad Prism (Prism 9) for making graphs
- 7) ggplots2 (v3.4.2) for visualization of Seurat analysis data
- 8) GSEA (v4.2.1) for enrichment analysis
- 9) Adobe Illustrator (2022) and Adobe Photoshop (2022) for figure preparation

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data of scRNA-seq experiments have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession numbers GSE211381  
Source codes describing single cell RNA-seq analysis is publicly available at [https://github.com/GChovatiya/Chovatiya\\_et\\_al\\_Nat\\_Comm\\_SourceCode](https://github.com/GChovatiya/Chovatiya_et_al_Nat_Comm_SourceCode)

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Not applicable

Population characteristics

Not applicable

Recruitment

Not applicable

Ethics oversight

Not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For single cell RNA-sequencing experiments, we used 2 mice per stage/genotype. For other experiments, no predetermined sample size calculations was performed, but minimum 3 mice were used for each stage/condition. The sample size (n) of each experiment is provided in the corresponding figure legends.

Data exclusions

In single cell RNA-seq analysis, outliers cells that had genes expressed below 200 or above 5000, and had over 10% of the UMIs mapped to mitochondrial genes were removed.

Replication

All experiments (except scRNA-seq) were performed at least with three independent biological repeats. Information for each independent experiments is provided in the appropriate figure legends.

Randomization

No specific method was used. For in vivo studies, litter-mates controls were used whenever possible.

Blinding

Investigators were not blinded during data collection and analysis.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Following primary antibodies were used in this study.

- 1) CD31 (1:100, BD Biosciences, 550274);
- 2) VE-cadherin (1:500, R&D Systems, AF1002);
- 3) LYVE1 (1:400, Thermo Scientific, 14-0443-82);
- 4) Prox1 (1:300, Abcam, ab199359);
- 5) BrdU (1:300, Abcam, ab6326);
- 6) Endomucin (1:300, Santa Cruz Biotechnology, sc-65495);
- 7) CD34 (1:100, BD Biosciences, 553731);
- 8) Laminin (1:500, Sigma-Aldrich, L9393)
- 8) S100B (1:400, Proteintech, 15146-1-AP);
- 9) Neurofilament Heavy chain (1:500, Millipore, AB5539).

# Following secondary antibodies were used

- 1) Donkey Anti-Chicken IgY H&L (FITC) (1:500, abcam, ab63507)
- 2) Donkey Anti-Rabbit IgG H&L (FITC) (1:500, abcam, ab6798)
- 3) Donkey Anti-Rat IgG (H+L) (FITC) (1:500, Jackson ImmunoResearch Labs, 712-095-153)
- 4) Donkey Anti-Goat IgG H&L (Alexa Fluor® 488) (1:500, abcam, ab150129)
- 5) Donkey Anti-Goat IgG H&L (Alexa Fluor® 488) (1:500, abcam, ab150129)
- 6) Goat Anti-Rabbit IgG (H+L) (Alexa Fluor® 594 AffiniPure) (1:500, Jackson ImmunoResearch Labs, 111-585-003)
- 7) Goat Anti-Chicken IgY H&L (Alexa Fluor® 568) (1:500, abcam, ab175477)
- 8) Donkey Anti-Goat IgG H&L (Alexa Fluor® 568) preadsorbed (1:500, abcam, ab175704)

### Validation

All antibodies were commercially sourced and we relied on the validation statements by manufacturers. Appropriate titer for mouse skin tissue were determined independently for each antibody.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Mice were housed under regular light/dark cycles (12 h light:12 h dark) at room temperature in animal facility at Cornell University. We used following strains of Mice (mus musculus) in this study.

- 1) Rosa26-tdTomato mice (Jax strain # 007905), PD (postnatal day) 17-PD49
- 2) Cdh5-CreERT2 mice (MGI:3848982), PD17-PD49
- 3) K14-H2BGFP mice (MGI:5286142), PD17-PD32
- 4) Alk1flox/flox mice (MGI:4398901), PD17-PD49
- 5) Krt19-CreERT mice (Jax strain # 026925), PD17-PD49

### Wild animals

No wild animals were used in this study.

### Reporting on sex

Mouse sex was not considered in the study design. Littermates were used as control whenever possible.

### Field-collected samples

The study did not involve field samples.

### Ethics oversight

All the mouse work was performed in accordance with the Cornell University Institutional Animal Care and Use Committee (IACUC)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

FACS isolation of VE-cadherin+ cells and its purity check was performed as previously described (Chovatiya et al., 2021). Briefly, tdTomato (Jax Stock #007905), Cdh5-CreERT2 and Krt14-H2BGFP mice were used for VE-cadherin+ cells and control keratinocytes isolation for single-cell RNA-seq or tdTomato+ cells from control (CT) and Alk1KO mice for qPCR validation. The VE-cadherin+ cells were labeled with tdTomato by injecting tamoxifen (200 µg/g) at postnatal day (PD)17, and dorsal skin was collected at PD20 or PD32. The dorsal skin was digested in collagenase and Dispase mixture as previously described. The dead cells were removed by LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (ThermoFisher). FACS Aria (BD Biosciences) was used for the cell sorting. FACS data were analyzed with the FlowJo (FlowJo™ Software, v10.5.0, BD Biosciences).

Instrument

BD FACSAria Fusion

Software

BD FACSDiva™ Software

Cell population abundance

The Cdh5-CreERT2 labeled tdTomato+ population was in range of ~1-5% from total live cells.

Gating strategy

Unstained cells were used to set Voltage and size selection.  
Single color controls were used to set gating for tdTomato+ cells.  
Live cells were selected by LIVE/DEAD™ Fixable Aqua Dead Cell Stain (L34966, Invitrogen).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

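Gene expression was measured by droplet scRNA-seq in tdTomato+ cells sorted from dorsal skin, in 2 WT telogen mice (PD 20), 2 WT anagen mice (PD 32) and 2 Alk1 KO telogen mice (PD 25), with 1 library per mouse. The deposited values are raw counts of UMIs per gene and cell, which the authors made with Cell Ranger 6.0.1 on the mm10 reference from Chromium 3′ v3 libraries sequenced on a NextSeq-500. No normalization was applied to them, and replicates were not pooled. Every barcode held at least 500 UMIs. The total depth of each library is given with the passages on the WT and KO data.

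Cells with 200 to 5000 detected genes and under 10% mitochondrial UMIs were kept. Counts were divided by the total of each cell, multiplied by 10000 and log-transformed. The 3000 most variable genes, without 483 genes of the lists reported as results, gave 30 principal components. These were corrected between libraries with a numpy implementation of the Harmony algorithm (theta 2, sigma 0.1). Leiden clusters at a resolution of 0.6 were found on a graph of 20 neighbours, for all cells and again for ECs. A cluster was named when at least 3 markers of a cell type were at least 2-fold above the other cells and found in at least 25% of its cells, with the 10 leading genes of each cluster looked at. *Krt19*, *Cdh5*, *Pecam1*, *Cd34* and *Lypd2* were left out of the marker lists because they are reported as results. Clusters that met no such rule were left unnamed and were counted in every denominator of all cells or all ECs.

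Composition was compared as the share per library, with exact two-sided permutation tests, whose smallest p for 2 mice against 2 is 0.333. Shares of cells with a transcript were counted after each cell was thinned to 1500 UMIs and shallower cells were left out, with exact binomial intervals. Cells are not replicates, and these intervals describe counting alone. For gene expression, counts were summed per library and population wherever each library had at least 5 cells, filtered with filterByExpr, normalized with TMM, and tested by the quasi-likelihood F test of edgeR with Benjamini-Hochberg adjustment over all genes tested. Calls needed an adjusted p under 0.05 and a fold over 1.3. Comparisons of populations had the library as a block. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry. The p of these tests are model-based and are not adjusted over lists or populations. Differences between populations in their response were tested as an interaction. A gene with 0 counts in one group is given as a bound from 3 counts, and a gene with 1 to 3 counts as a ratio with its 95% counting interval.

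The genes named are those that the paper names for a result, those of Supplementary Table 1, 5 sex-linked genes, *Acvrl1* in every library, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05 whose libraries did not overlap between groups. This rule, the comparisons, the marker lists and the alternatives were set before the data were examined, apart from those described as chosen afterwards. Alternatives for the cells were a minimum of 500 genes, a limit of 5% mitochondrial UMIs, both together, and removal of likely doublets. Those for the clusters were no correction between libraries, a resolution of 1.2, and variable genes without exclusions. Those for the tests were no filter on low counts, no fold threshold, DESeq2 in place of edgeR, and the replicate number as a block. Others were all 6 libraries in one fit and sums of cells thinned to 1500 UMIs each, with cell numbers left unequal. For shares of cells with a transcript they were thinning to 3000 UMIs or not at all. Each library was also left out in turn. Doublets were scored per library with Scrublet. The automatic threshold removed 51 cells in WT telogen S2. It marked under 0.5% of cells in the other 5 libraries, where the 5% with the highest score were removed instead (159, 215, 255, 86 and 98 cells).

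The tests were tried on simulated data with the depth and spread of each comparison and 200 changed genes. These genes lay above the median level and changed by well over 1.3-fold, so that the shares recovered do not hold for smaller changes. The share of these that edgeR recovered ranged from 24.5% in Schwann-like cells to 90% in Lymph-Col and in *Cdh5*+/*Krt19*+ cells between stages. For the KO it was 63% in fibroblast-like and 48% in immune-like cells. The other shares are given with the passages. Not analysed here were the lineage trajectories, the reverse transcription PCR of the KO and the imaging, for which no processed sequencing files were used. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.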

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

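Of the tests in this part, the comparison with the female WT telogen mouse alone was chosen only after the result was seen.

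ECM genes were lower in the fibroblast-like cells of the KO libraries, which the paper does not report on, with a median log2 fold change of −1.43 over 95 genes. In perineurial cells, where the paper reports the decrease, free RNA from other cells is argued against by the genes at least 4 times above their level in immune-like cells, which were lower by a median of −0.85. A difference between the mice or libraries that all cells of a library share stays open for these counts, since the value of −1.43 in fibroblast-like cells is what it predicts. Outside these libraries, the paper reports lower ECM transcripts by qPCR in all sorted tdTomato+ cells of CT and KO mice of equal age. It also reports weaker laminin staining in clones of a *Krt19*-CreERT KO. Neither was analysed here. Age, strain and the *Krt14*-H2BGFP allele differ together with the KO, and sex differs in part. The median was −1.03 against the female WT telogen mouse alone, but with 1 mouse its sex cannot be told apart from its other differences. *Acvrl1* was itself called lower in fibroblast-like cells of the KO, with −1.32 (SE 0.35, Benjamini-Hochberg adjusted p from edgeR = 0.016), a call lost under an alternative (largest adjusted p 0.11), so that a loss of Alk1 in these cells stays open. An indirect effect of the KO was not tested.

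Genes of the Y chromosome were present in 3 of 6 libraries, a signal in genes outside those the paper discusses. Their sum was 194.6 CPM in WT telogen S2, 185.7 CPM in WT anagen S1 and 186.6 CPM in WT anagen S2, against 0.315 CPM in WT telogen S1 and 1.15 and 2.30 CPM in the KO. *Xist* stood opposite to these genes in 6 of 6 libraries, which is consistent with mice of different sex in the groups: 1 female and 1 male at telogen, 2 males at anagen and 2 females in the KO. The paper states that sex was not considered in the design, left *Xist* out of an analysis of genes changed between stages for its 0 values, and lists it among the genes higher in the KO. Genes of the sex chromosomes therefore cannot be read as effects of stage or KO here, and an effect of sex on other genes was not excluded.

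The response of oxidative phosphorylation genes to anagen differed between populations, with a median log2 difference of −0.46 for *Cdh5*+/*Krt19*+ cells minus ECs over 78 genes (9.5e-20 by camera, 0.22 with an estimated correlation, 0.039 by fry). For the rise in ECs, shorter transcripts rose more outside the lists too, with a Spearman correlation of change and length from −0.367 to −0.192 in the 6 EC populations and −0.242 in pericyte-like cells. Lists matched on length and expression rose by 0.08 to 0.26 where oxidative phosphorylation genes rose by 0.20 to 0.57, so that part of the rise is shared with short transcripts. As the whole cause, libraries that differ in their recovery of short transcripts are argued against. The same correlation was −0.0448 in immune-like cells of the same libraries, and the lists moved more than lists matched on length and expression, by a median over the 6 populations of 0.229 for oxidative phosphorylation and 0.152 for ribosomal protein genes. This does not hold for each population. The oxidative phosphorylation list stood at the 89.0th percentile of matched lists in Vein, where matched lists rose by 0.154 of its 0.206, and the ribosomal list at the 90.8th in Cap-Kdr. A difference shared by all cells of a library is argued against for oxidative phosphorylation genes, whose median difference for immune-like cells minus ECs was −0.47, but stays open for ribosomal protein genes, whose median in fibroblast-like cells was 0.38. Age differs with stage, and its effect was not tested.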

How the results depend on the processing

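Tests chosen only after the results were seen are the fold as a mean over cells and the shares over the 7 named EC populations. Of the values at the claims under the alternatives, 385 held their direction and side of the threshold or moved less than the spread, 75 moved, 5 lost their call and 1 reversed. For the genes named, 739 values of tests held, 101 lost their call and 2 reversed, and with one library left out 306 held and 85 moved. Except where a paragraph says otherwise, the cause was not tested.

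A limit of 5% mitochondrial UMIs kept 4685 telogen and 6030 anagen cells. With this limit and at least 500 genes, 31 genes were higher and 6 lower at anagen in *Cdh5*+/*Krt19*+ cells. Cap-Rgcc was not found under that filter, so that it gives no counts over the 6 EC populations.

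Without the filter on low counts, 989 genes were higher, 744 lower and 1707 unique in the EC populations, 43 of them higher in all 6. There were 441 higher and 215 lower in *Cdh5*+/*Krt19*+ cells, 102 changed in pericyte-like cells and 15 in Schwann-like cells, and the EVP list had a median of 3.20. With each cell thinned to 1500 UMIs before summing, which leaves fewer counts, the EC populations had 158 higher, 75 lower and 233 unique genes. *Cdh5*+/*Krt19*+ cells then had 84 higher and 9 lower at anagen, and perineurial cells of the KO 547 higher and 616 lower, 344 of the lower ones over 3-fold. DESeq2 gave 100 lower genes in the EC populations, 21 lower in *Cdh5*+/*Krt19*+ cells, 7 in pericyte-like cells and 789 lower in the KO. All 6 libraries in one fit gave 14 lower genes in *Cdh5*+/*Krt19*+ cells at anagen.

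The replicate number does not pair the mice, with correlations of the changes within pairs between −0.152 and 0.162. With the replicate block, 0 genes were higher in all 6 EC populations and 309 were higher and 91 lower in *Cdh5*+/*Krt19*+ cells. The ECM list in Cap-Kdr of the KO had a median of −0.54 (0.0504 by camera).

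With likely doublets removed, *Hba-a1* and *Hbb-bs* in Cap-Rgcc reversed to −2.36 and −2.80, 77 genes were higher and 19 lower in *Cdh5*+/*Krt19*+ cells at anagen, and 0 were called in pericyte-like cells (560 at an unadjusted p under 0.05). The ECM list in the KO lost its call in Cap-Kdr (−0.48, 0.0522 by camera) and in immune-like cells (−0.12, 0.455). It also lost it without correction between libraries in Cap-Kdr (−0.29, 0.128) and at a resolution of 1.2 in immune-like cells (−0.36, 0.0549). With the fold as a mean over cells, a test chosen after the result was seen, 13 genes were higher and 23 lower by over 3-fold in perineurial cells of the KO.

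Depth limits the shares of cells with a transcript. Without thinning *Cdh5* was found in 87.9% of ECs, 62.8% of *Cdh5*+/*Krt19*+, 63.4% of pericyte-like, 46.7% of Schwann-like, 20.8% of fibroblast-like and 6.85% of immune-like cells. At 3000 UMIs it was 81.2%, 44.4%, 22.4% and 6.61% for ECs, *Cdh5*+/*Krt19*+, Schwann-like and fibroblast-like cells. In *Cdh5*+/*Krt19*+ cells *Pecam1* reached 5.97% without thinning, *Krt19* 82.9% without thinning and 73.2% at 3000 UMIs, and *Acvrl1* 9.35% and 4.59%. *Acvrl1* reached 49.4% and 33.6% in WT ECs, and 32.4% and 22.6% in KO ECs.

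Across the 4 fits that each left out one library, the share of *Cdh5*+/*Krt19*+ cells ranged from 12.5% to 16.1%, and their difference from ECs together from −27.5 to −18.5 points. The blood EC difference ranged from 16.8 to 26.4 points and the proliferative one from −1.16 to 0.240, positive without anagen replicate 2. The ECM list in the KO ranged from −1.52 to −1.03 in perineurial cells, −1.03 to −0.79 in Artery, −0.85 to −0.62 in Vein, −0.80 to −0.31 in Cap-Kdr, −0.98 to −0.60 in Cap-Rgcc, −0.94 to −0.56 in Lymph-Col, −0.96 to −0.54 in Lymph-Cap, −1.66 to −1.22 in fibroblast-like cells and −2.002 to 0.27 in immune-like cells, where it reversed without WT telogen replicate 2. Oxidative phosphorylation at anagen ranged from 0.32 to 0.36 in Artery, 0.17 to 0.32 in Vein, 0.13 to 0.30 in Cap-Kdr, 0.41 to 0.55 in Cap-Rgcc, 0.51 to 0.62 in Lymph-Col and 0.41 to 0.52 in Lymph-Cap. Against ECs, *Cdh5* ranged from −1.85 to −1.78, *Pecam1* from −5.53 to −4.90, *Cd34* from −2.24 to −2.09 and *Krt19* from 7.97 to 9.27, and the EVP list from 86.6% to 88.0% higher with medians of 3.47 to 3.74. Against ECs, 3649 to 3806 genes were called higher and 3722 to 3871 lower with one library left out, and 90 to 97 genes of the EVP list were over 4-fold higher. Counts of genes between stages or between KO and WT were not taken with one library left out.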

Differences from the paper's values

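Each alternative below was set before the data were examined, apart from the fold as a mean over cells and the shares over the 7 named EC populations, the tests chosen only after the values were seen.

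The paper gives 2 counts of telogen cells, 7250 in its Results and 3957 in its Methods. The quality filter kept 7863, within 1.5 times of the paper's 7250 but not of the paper's 3957. A limit of 5% mitochondrial UMIs, with 4685 cells, or 4511 together with at least 500 genes, came within 1.5 times of the paper's 3957 but not of the paper's 7250, while a minimum of 500 genes (7602) and removal of doublets (7653) stayed near the paper's 7250 and did not reach the paper's 3957. In the 6 nonproliferative EC populations, 158 genes were lower at anagen against the paper's 466, and 416 were unique against the paper's 784. None of the alternatives closed these gaps, with 75 to 744 lower and 233 to 1707 unique genes. Higher in all 6 were 6 genes against the paper's 35. Without the filter on low counts there were 43, which is within 1.5 times of the paper's count, and the other alternatives gave 0 to 7.

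In perineurial cells of the KO, 936 genes changed over 3-fold against the paper's 53, and 543 were lower against the paper's 33. None of the alternatives set beforehand closed the gaps, with 631 to 1053 changed and 344 to 712 lower. With the fold as a mean over cells, chosen after seeing the values, 36 changed and 23 were lower, which is within 1.5 times of the paper's values. On that scale the log2 fold change of *Pcolce* was −2.10 against the paper's −1.92, and on the edgeR scale −2.84.

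Cap-Kdr made up 9.37% of the 7 EC populations at telogen against the paper's 18.2%, and 13.8% at anagen against the paper's 25.6%, with this denominator chosen after seeing the values. No correction between libraries (18.0% and 21.1%) and the stricter cell filter (13.1% and 23.6%) closed both gaps but opened others. Without correction Cap-Rgcc was 3.71% at telogen against the paper's 10.5%. Under the stricter filter Cap-Rgcc was 0% at both stages against the paper's 10.5% and 18.0%, and Artery was 25.2% and 41.5% against the paper's 16.5% and 24.9%, so that its shares lack a capillary population. A resolution of 1.2 (10.5% and 14.6%), removal of doublets (9.81% and 13.6%) and variable genes without exclusions (8.86% and 13.2%) did not. The proliferative population made up 3.69% at telogen against the paper's 1.76%, and 3.40% at anagen against the paper's 1.88%. Removal of doublets closed the gap at telogen (1.64%) and the stricter cell filter the one at anagen (2.29%) but not at telogen (2.99%). At anagen, removal of doublets gave 1.10%, which lies below the paper's 1.88% by more than 1.5 times and by more than the SD of 0.772 points between the paper's 2 anagen values. It lies within the SD of 1.08 points between the 2 anagen mice in the main analysis, but not within that of 0.306 points after removal of doublets, so that this gap was not clearly closed. No correction (3.51% and 3.41%), a resolution of 1.2 (3.91% and 3.66%) and variable genes without exclusions (3.83% and 3.52%) closed neither.

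The paper describes downregulated ECM processes of perineurial cells as shared by blood but not lymphatic ECs of the KO. The ECM list had medians of −0.65 in Lymph-Col and −0.69 in Lymph-Cap, and the difference between lymphatic and blood ECs gave 0.176 by camera. The paper describes enriched metabolism, biosynthesis and growth-related features in pericytes at anagen. No gene was called higher in pericyte-like cells (574 genes at an unadjusted p under 0.05 in either direction). In simulated data of this size, 56% of strongly changed genes were recovered. Calls of higher genes appeared without the filter on low counts (44) and with DESeq2 (1). As a set, oxidative phosphorylation genes did rise in these cells, with a median of 0.36 and 75 of 78 higher (4.6e-13 by camera). This set did not pass with an estimated correlation (0.31) or by fry (0.22).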

Other observations

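Chosen only after the results were seen were the tests on free RNA in the EC populations, on oxidative phosphorylation genes in the KO including lymphatic against blood ECs, on *Cdh5* in pericyte-like and Schwann-like cells, on immune transcripts and on the genes of Supplementary Table 1 in fibroblast-like cells.

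The KO libraries held 0 cells in the proliferative cluster, with upper limits of 0.231% and 0.206% of ECs, although *Mki67* was found in 1.31% and 1.10% of KO ECs. Lymph-Cap made up 28.7% and 33.5% of KO ECs, against a mean of 12.7% in WT telogen. No explanation was tested.

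*Cdh5* transcripts in *Cdh5*+/*Krt19*+ cells exceeded what free RNA or doublets with ECs would bring, since *Pecam1* accounts for 10.9% of them (4.38% to 16.1% in single libraries), and 8 other EC markers for 12.9%. In pericyte-like cells *Pecam1* accounts for 78.1% of *Cdh5*, so that free RNA or doublets with ECs may be the source of most of it. In Schwann-like cells *Krt19* accounts for 61.1%, so that free RNA or doublets with *Cdh5*+/*Krt19*+ cells may be the source. The remainder stays open, and no biological explanation was tested.

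The markers of immune cells were lower at anagen in 8 of 9 tests in the EC populations, with a median log2 fold change of −2.30. Immune-like cells were 35.7% of telogen and 4.39% of anagen cells, and free RNA from them may explain these changes. Genes at least 4 times higher in immune-like cells were 24 of 194 lower calls (12.4%), against 2.29% to 4.88% of all genes tested, and also 36 of 474 higher calls, which free RNA from these cells would not bring.

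The shares of EC populations in the 2 telogen libraries are nearly equal in the paper. A repeated deposit of one library or suspension is argued against by a mean squared deviation of gene sums of 43.7 times the sampling noise over 12896 genes. The pair shared 6 barcodes (0.403 when scaled as in the other 14 pairs of libraries, which had 0.114 to 0.736), and differed in *Xist* and Y genes.

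ECM genes were lower in each EC population of the KO. Free RNA is argued against by the genes at least 4 times above their level in immune-like cells, with a median over the 6 populations of −0.64. A difference shared by all cells of a library was not excluded for the EC populations. Oxidative phosphorylation genes were lower in the KO in perineurial cells (−1.07), fibroblast-like cells (−1.39) and immune-like cells. A bias for short transcripts is argued against as the whole cause by a median in perineurial cells that was −0.60 relative to matched lists, which themselves had a median of −0.47. A difference of mice or libraries that all cells share is argued against as the whole cause, since the decrease differed between lymphatic and blood ECs by a median of 0.64 over 77 genes (6.0e-15 by camera, 0.025 with an estimated correlation, 0.0017 by fry), with −0.18 in both lymphatic populations. Short transcripts may share part of this gap. Relative to matched lists the medians were −0.21, −0.44, −0.60 and −0.54 in Artery, Vein, Cap-Kdr and Cap-Rgcc, and −0.09 and −0.12 in Lymph-Col and Lymph-Cap. Perineurial cells minus ECs gave −0.90 (5.5e-09 by camera, 0.19 with an estimated correlation, 0.011 by fry). For the part seen in all classes a difference of mice or libraries stays open, with a median of −0.83 in immune-like cells. Age, strain and the KO itself were not told apart. Genes of Supplementary Table 1 changed in fibroblast-like cells too, with medians of −3.66 (−3.36 with genes at 0 counts at their bound) over 32 of the lower and 2.61 over the 20 higher genes, as a difference shared by all cells of a library predicts. The test of perineurial minus fibroblast-like cells gave 0.23 for the lower genes (0.0732 by camera) and −0.14 for the higher genes (0.764). The lower genes fell more in perineurial cells than in ECs, by −1.48 (0.00013 by camera, 0.048 with an estimated correlation, 0.0029 by fry), than in pericyte-like cells, by −0.69 (1.0e-06, 0.030 and 0.013), and than in immune-like cells, by −1.35 (0.0012, 0.37 and 0.076), which a difference of equal size in all cells would not bring. The higher genes likewise rose more in perineurial cells than in ECs, by 0.40 (1.8e-04 by camera, 0.055 with an estimated correlation, 0.0023 by fry). Against pericyte-like cells the difference was 0.82 (1.6e-04, 0.054 and 0.0096), and against immune-like cells 0.72 (9.4e-07, 0.033 and 0.0080). Since both lists were chosen on perineurial cells, the differences from ECs, pericyte-like and immune-like cells favour them and exclude nothing. The explanation stays open.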
